# Endothelial Dicer promotes atherosclerosis and vascular inflammation by miRNA-103-mediated suppression of KLF4

**DOI:** 10.1038/ncomms10521

**Published:** 2016-02-03

**Authors:** Petra Hartmann, Zhe Zhou, Lucia Natarelli, Yuanyuan Wei, Maliheh Nazari-Jahantigh, Mengyu Zhu, Jochen Grommes, Sabine Steffens, Christian Weber, Andreas Schober

## Abstract

MicroRNAs regulate the maladaptation of endothelial cells (ECs) to naturally occurring disturbed blood flow at arterial bifurcations resulting in arterial inflammation and atherosclerosis in response to hyperlipidemic stress. Here, we show that reduced endothelial expression of the RNAse Dicer, which generates almost all mature miRNAs, decreases monocyte adhesion, endothelial C–X–C motif chemokine 1 (CXCL1) expression, atherosclerosis and the lesional macrophage content in apolipoprotein E knockout mice (*Apoe*^−/−^) after exposure to a high-fat diet. Endothelial Dicer deficiency reduces the expression of unstable miRNAs, such as miR-103, and promotes Krüppel-like factor 4 (KLF4)-dependent gene expression in murine atherosclerotic arteries. MiR-103 mediated suppression of KLF4 increases monocyte adhesion to ECs by enhancing nuclear factor-κB-dependent CXCL1 expression. Inhibiting the interaction between miR-103 and KLF4 reduces atherosclerosis, lesional macrophage accumulation and endothelial CXCL1 expression. Overall, our study suggests that Dicer promotes endothelial maladaptation and atherosclerosis in part by miR-103-mediated suppression of KLF4.

## Abstract (web summary)

The RNAse III endonuclease Dicer is crucial for processing of pre-miRNAs in health and disease. Here the authors show that endothelial Dicer promotes atherosclerosis by increasing miR-103 levels leading to suppression of the anti-inflammatory transcription factor KLF4, thus suggesting a novel approach to treat this disease.

Endothelial cells (ECs) are perfectly adapted to conduct blood through high-shear stress, high-pressure environment in unbranched segments of arteries^1^. High-shear stress at the endothelial surface induces the transcription factors Krüppel-like factors (KLF) 2 and KLF4, which promote a quiescent EC phenotype characterized by a low turnover rate, tight intercellular junctions with low permeability, reduced inflammatory activation and antithrombotic properties^2^,^3^,^4^. However, distribution of blood throughout the body requires branching of arteries where blood flow is naturally disturbed and consequently shear stress is low^5^. Disturbed flow at arterial bifurcations constantly damages the endothelium by activating the endoplasmic reticulum stress response, suppresses EC-specific transcriptional programmes by downregulating KLF2/4, and increases the activity of the proinflammatory transcription factor nuclear factor-κB (NF-κB)^6^,^7^,^8^. Moreover, the deposition of chemically modified lipoproteins in the subendothelial space aggravates the maladaptive response of ECs and results in the accumulation of macrophages derived from circulating monocytes in the arterial wall during atherosclerosis^9^,^10^,^11^. Inflammatory activation of macrophages triggers the secretion of inflammatory cytokines, such as tumour necrosis factor-α (TNF-α) and interleukin-1, which further promotes endothelial maladaptation by activating NF-κB^12^,^13^. Endothelial chemokines, such as chemokine (C–X–C motif) ligand 1 (CXCL1), chemokine (C–C motif) ligand 2 (CCL2) and chemokine (C–X3–C) ligand 1 (CX_3_CL1), have key roles in the accumulation of macrophages in atherosclerotic lesions^14^,^15^,^16^,^17^. ECs secrete CXCL1 and CCL2 from intracellular storage compartments upon activation by thrombin or lipoprotein oxidation products^15^,^18^. Whereas CXCL1 is immobilized on the endothelial surface and triggers monocyte adhesion by activating integrins on the monocyte surface^15^,^19^, CCL2 contributes to macrophage infiltration probably by regulating hypercholesterolemia-induced monocytosis^17^,^20^. The membrane-bound chemokine CX_3_CL1 is upregulated in inflamed ECs and promotes atherogenic monocyte adhesion by activating platelets^21^. Constitutive and induced expression of CXCL1, CCL2 and CX_3_CL1 are controlled by the activity of NF-κB^22^,^23^.

MicroRNAs (miRNAs) are small noncoding RNAs of ∼22 nucleotides that regulate a number of processes related to atherogenesis, such as macrophage activation and the phenotype of vascular smooth muscle cells (SMCs), by translational repression or degradation of their target mRNAs^24^,^25^,^26^. Mature miRNA sequences are embedded in the stem-loop structure of their primary miRNA (pri-miRNA) transcripts. The nuclear RNAse III Drosha crops the pri-miRNA stem at the 5′ and 3′ sides to release a ∼65-nucleotide-long, hairpin-shaped precursor miRNA (pre-miRNA). In the cytoplasm, the RNAse III endonuclease Dicer cleaves all pre-miRNAs, except pre-miR-451, near the terminal loop of the hairpin into 21 to 25-nucleotide-long miRNA duplexes, which are subsequently loaded onto Argonaut proteins^27^. Although one strand of the miRNA duplex is selected during the loading step to generate the RNA-induced silencing complex (RISC), the second strand is usually removed and degraded. Binding to Argonaut proteins protects miRNAs from degradation by exonucleases and thus greatly increases their stability compared with that of mRNAs. However, the expression level of a small subset of miRNAs is highly dependent on continuous biogenesis because of a fast turnover rate^28^,^29^.

Deletion of the gene encoding Dicer in mice compromises blood vessel formation and causes embryonic lethality, indicating an essential role of this endonuclease in vertebrate development^30^,^31^. In adults, Dicer is essential for the function of various cell types, such as pancreatic beta cells and cardiomyocytes^32^,^33^, and reduced Dicer expression contributes to aging and promotes cancer development^34^,^35^. Although deletion of Dicer in SMCs results in embryonic lethality^36^, mice with deficiency of Dicer in ECs develop normally and have no overt phenotype^37^. However, reduced endothelial Dicer expression severely impairs postnatal angiogenesis and limits the proliferation and migration of ECs^37^,^38^,^39^. Notably, knockdown of Dicer induces upregulation of EC-specific genes, such as endothelial nitric oxide synthase (eNOS), Angiopoietin-1 receptor (Tie2) and vascular endothelial growth factor receptor 2 (KDR), indicating that Dicer generates miRNAs that impair endothelial differentiation^38^. Disturbed blood flow increases the expression of several endothelial miRNAs, including miR-92a and miR-712, which promote atherosclerosis by targeting KLF2/4 and by increasing shedding of membrane-bound TNF-α, respectively^7^,^40^,^41^. Moreover, several miRNAs have been implicated in NF-κB pathway regulation in ECs. For example, miR-10a, miR-146a and miR-181b promote an anti-inflammatory phenotype in ECs by inhibiting the NF-κB pathway, whereas miR-19a has a proinflammatory role in ECs^42^,^43^,^44^,^45^. Although individual miRNAs affect endothelial inflammation, it is unclear which role Dicer-dependent miRNA biogenesis in ECs plays in atherosclerosis.

Here, we investigated the role of endothelial Dicer in monocyte adhesion and atherosclerosis. EC-specific deletion of Dicer in apolipoprotein E-knockout (*Apoe*^*−/−*^) mice reduced monocyte adhesion to the early atherosclerotic endothelium by downregulating CXCL1, resulting in diminished lesion formation. MiR-103 is downregulated in Dicer-deficient ECs and promoted CXCL1-mediated monocyte adhesion by targeting KLF4. Blocking the interaction between miR-103 and KLF4 in arteries reduced atherosclerosis, lesional macrophage accumulation and CXCL1 expression, similar as the deletion of Dicer in ECs. Overall, these data indicate that Dicer can enhance atherosclerosis and endothelial inflammation by increasing miR-103 expression.

## Results

### Endothelial Dicer regulates miRNAs during atherosclerosis

Although many miRNAs are downregulated in atherosclerotic arteries^26^, *Dicer* expression in the aortas of *Apoe*^*−/−*^ mice was not affected by 12 weeks of high-fat diet (HFD) feeding compared with mice fed a normal diet (Supplementary Fig. 1a), indicating that miRNA biogenesis by Dicer is not generally impaired during early atherosclerosis. Moreover, the expression of *Dicer* in ECs was not affected by low-shear stress and did not differ between the aortic arch and thoracic aorta, indicating that Dicer is not regulated by blood flow (Supplementary Fig. 1b,c). To study the role of endothelial Dicer in atherosclerosis, we generated *Apoe*^*−/−*^ mice containing a loxP site-flanked *Dicer* sequence (Dicer^flox^) and a transgene with Tamoxifen (TMX) inducible Cre recombinase under control of the EC-specific VE-cadherin (Cdh5) promoter. TMX administration reduced aortic *Dicer* mRNA expression in EC-Dicer^flox^ mice by 66% and 58% compared with EC-Dicer^WT^ mice after 4 and 12 weeks of HFD feeding, respectively (Fig. 1a). In ECs isolated from the aortas of EC-Dicer^flox^ mice injected with TMX, *Dicer* mRNA expression was decreased by 87% compared with ECs isolated from EC-Dicer^WT^ mice (Fig. 1b), whereas the expression of *Dicer* was not affected in myeloid cells from EC-Dicer^flox^ mice (Supplementary Fig. 1d). These results indicate that TMX treatment of EC-Dicer^flox^ mice effectively reduced Dicer expression in ECs.

To determine the effect of endothelial Dicer deficiency on miRNA biogenesis during atherosclerosis, the miRNA expression profile was determined in aortas from HFD-fed EC-Dicer^flox^ and EC-Dicer^WT^ mice by quantitative real-time PCR (qRT–PCR) arrays. 

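For the 4-week time point, arrays of 3 EC-Dicer flox and 3 EC-Dicer WT aortas were analysed here; the 12-week arrays were not analysed here. The mice lacked apolipoprotein E, had received TMX (2 mg per 20 g body weight) on 5 consecutive days to activate the Cre recombinase in ECs, and were fed the HFD for 4 weeks. RNA of the whole aorta was measured, so that miRNAs of smooth muscle cells, leukocytes and ECs entered each value together. The authors deposited the CT of every assay, the PCR cycle at which the fluorescence signal crosses a threshold, without normalization. A higher CT means less RNA, 1 cycle corresponds to a factor of 2 if amplification is complete, and wells without a signal are listed at a CT of 40. The table holds 596 mouse miRNA assays and 12 control assays. The style of the assay numbers divides the miRNA assays into a set of 335 and a set of 261, each with its own 6 control assays, and these sets are taken as the 2 cards of the array. The number of miRNAs with a CT under 40 was 405, 415 and 375 in EC-Dicer flox replicates 1, 2 and 3, and 407, 402 and 404 in EC-Dicer WT replicates 1, 2 and 3. Over the 350 miRNAs with a CT under 40 in all 6 samples, the median CT ranged from 26.4 to 28.2 in EC-Dicer flox and from 26.6 to 27.5 in EC-Dicer WT mice. The number of arrays limits the precision, and each array is treated as 1 replicate.

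The delta CT of each miRNA was its CT minus the mean CT of U6 and snoRNA135 of the same sample (4 values, from both cards), and a log2 fold change is minus the difference in delta CT between the groups. The paper's text does not name the control genes of the arrays; U6 and sno-135 are among the reference genes it names for single assays. The groups were compared with limma, which shares the estimate of the spread among all miRNAs, for the 461 miRNAs with a CT under 40 in at least 1 sample. With 3 samples against 3, an exact permutation test cannot give a two-sided p below 0.1. On simulated CT values with the spread of these arrays, limma gave an unadjusted p-value under 0.05 for 59% of 100 miRNAs changed by 1 log2 unit, for 77% of 100 miRNAs changed by 2 log2 units and for 4.98% of 261 unchanged miRNAs. Changes smaller than 1 log2 unit were not simulated. How often limma would detect a change as small as those estimated for miR-103, miR-301b, miR-433 and miR-652 is therefore not known.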

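In the comparison of 3 EC-Dicer flox with 3 EC-Dicer WT aortas after 4 weeks of HFD, 9 miRNAs were lower and 5 miRNAs were higher in EC-Dicer flox mice at an unadjusted limma p-value under 0.05. No miRNA passed an adjusted p-value of 0.05, and the smallest adjusted p-value was 0.508 (limma with Benjamini-Hochberg adjustment over 461 miRNAs). Chance alone would place 23.05 of 461 miRNAs under an unadjusted p-value of 0.05. The values of the groups did not overlap for 48 miRNAs, or 10.4%, against the 10% that chance gives for 3 samples against 3. With an ordinary linear model for each miRNA in place of limma's moderated spread, 10 miRNAs were lower and 14 were higher. The scaling shifted the split between both directions: with snoRNA202 alone as the control RNA, 14 miRNAs were lower and 4 were higher (77.8% lower, against 64.3% with U6 and snoRNA135), and with the mean of all miRNAs as the reference, 7 were lower and 7 were higher.

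The smallest p-values among the lower miRNAs belonged to miR-380-3p, miR-142-5p and miR-1939. MiR-142-5p had a CT of 29.6 ± 0.939 (SD, n = 3) in EC-Dicer flox and 28.5 ± 0.542 (SD, n = 3) in EC-Dicer WT mice, and a log2 fold change of -0.996 (standard error 0.25) with an unadjusted limma p-value of 0.00989, which rose to 0.0942 with U6 alone as the control RNA. MiR-1939 had a log2 fold change of -3.36 (standard error 0.94) and an unadjusted p-value of 0.0144, and a log2 fold change of -1.92 (0.00954) when CT values above 35 were set to 35. MiR-380-3p was under the limit in 3 of 3 EC-Dicer WT and 1 of 3 EC-Dicer flox samples, and its log2 fold change of -5.28 (unadjusted p-value of 0.00421) became -1.35 (0.133) in that setting. Among the higher miRNAs, miR-804 was at the limit in all 3 EC-Dicer WT samples and had CT values of 32.2, 32.9 and 37.0 in EC-Dicer flox mice, a log2 fold change of at least 6.09 with the limit at a CT of 40 (unadjusted p-value of 0.0011) and a log2 fold change of 1.77 (0.00904) with CT values above 35 set to 35, which is no lower bound because EC-Dicer flox replicate 3 is then set to 35 too. MiR-470* had a log2 fold change of 3.11 (standard error 0.60, unadjusted p-value of 0.00286) and was under the limit in only 1 EC-Dicer WT sample. Its CT was 37.2, 35.6 and 37.6 in EC-Dicer flox mice and 39.3 in that EC-Dicer WT sample. All its wells thus lay above 35, near the limit, and it has no value with CT values above 35 set to 35. MiR-669n had a log2 fold change of 1.49 (standard error 0.52, unadjusted p-value of 0.0323), and lost this p-value under 0.05 in 7 alternatives, among them U6 alone (0.0652). In each of these 6 miRNAs, all 3 EC-Dicer flox samples lay beyond every EC-Dicer WT sample (exact permutation test, two-sided p = 0.1, the smallest p that this design allows).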

After 4 weeks of HFD feeding, 14 miRNAs were downregulated and 9 miRNAs were upregulated in EC-Dicer^flox^ mice compared with EC-Dicer^WT^ mice (Fig. 1c and Supplementary Table 1). After 12 weeks of HFD exposure, 18 miRNAs and 8 miRNAs were down- and upregulated in EC-Dicer^flox^ mice, respectively (Fig. 1d and Supplementary Table 2). Notably, the expression levels of miR-103, miR-301b, miR-433 and miR-652 were downregulated in EC-Dicer^flox^ mice at the 4- and 12-week time points. In contrast to miR-301b, endothelial Dicer deficiency reduced the expression levels of miR-103, miR-433 and miR-652 in both aortic arch and thoracic aorta (Supplementary Fig. 2), indicating that the effect of endothelial Dicer on these miRNAs is independent of disturbed flow. Moreover, the expression levels of miR-103, miR-652 and miR-301b in EC-Dicer^WT^ mice were higher at the 12-week time point than the 4-week time point (Fig. 1e). 

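On the 4-week arrays, the estimates of miR-103, miR-301b, miR-433 and miR-652 were all lower in EC-Dicer flox than in EC-Dicer WT mice, and none had an unadjusted limma p-value under 0.05. MiR-103 had a CT of 23.7 ± 0.84 (SD, n = 3) in EC-Dicer flox and 23.4 ± 0.439 (SD, n = 3) in EC-Dicer WT mice. Its log2 fold change was -0.15 (standard error 0.22, unadjusted p-value of 0.533), and 2 of 3 EC-Dicer flox samples lay below every EC-Dicer WT sample (exact permutation test, two-sided p = 0.2). Relative to the control RNAs, the SD of miR-103 was 0.095 in EC-Dicer flox and 0.076 in EC-Dicer WT mice. Its residual SD of 0.0859 lay below the SD of 0.526 that limma shares among the miRNAs. Most of its standard error therefore comes from this shared spread. With an ordinary linear model, the unadjusted p-value of miR-103 was 0.103. MiR-301b had a CT of 23.8 ± 0.799 (SD, n = 3) and 23.3 ± 0.506 (SD, n = 3), respectively. Its log2 fold change was -0.35 (standard error 0.22, unadjusted p-value of 0.171), and all 3 EC-Dicer flox samples lay below every EC-Dicer WT sample (exact permutation test, two-sided p = 0.1). With an ordinary linear model in place of limma, the unadjusted p-value of miR-301b was 0.00697. MiR-433 had a CT of 27.3 ± 0.348 (SD, n = 3) and 26.4 ± 0.107 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.39) and an unadjusted p-value of 0.113 (exact permutation test, two-sided p = 0.2). Without EC-Dicer flox replicate 3, the log2 fold change of miR-433 was -1.02 with an unadjusted p-value of 0.0495. MiR-652 had a CT of 23.5 ± 0.907 (SD, n = 3) and 23.2 ± 0.663 (SD, n = 3), a log2 fold change of -0.15 (standard error 0.25) and an unadjusted p-value of 0.567 (exact permutation test, two-sided p = 0.4). Without EC-Dicer WT replicate 1, the log2 fold change of miR-652 was -0.022 (unadjusted p-value of 0.943). In pairs of samples with the same replicate number, all 4 miRNAs were lower in EC-Dicer flox mice in 3 of 3 pairs, a pattern for which an exact sign-flip test cannot give a two-sided p below 0.25. The pair differences for replicates 1, 2 and 3 were -0.18, -0.14 and -0.12 log2 units for miR-103, -0.47, -0.38 and -0.21 for miR-301b, -0.57, -1.001 and -0.67 for miR-433, and -0.39, -0.065 and -5.0e-04 for miR-652. With the replicate number as a block, the unadjusted limma p-values were 0.562, 0.227, 0.052 and 0.578, respectively. With the block and an ordinary linear model, a combination chosen after seeing the data, they were 0.0145, 0.0441, 0.0292 and 0.336. On the simulated CT values, this combination gave an unadjusted p-value under 0.05 for 7.66% of 261 unchanged miRNAs. It did so for 35% of 100 miRNAs changed by 1 log2 unit. The simulated deviations of single miRNAs were independent between samples, while on the arrays samples of the same replicate number deviated together. These shares therefore do not show how the block performs on the arrays. With limma and no block, the adjusted p-value of each of the 4 miRNAs was 0.923 over the 461 miRNAs. Among the 27 detected miRNAs named in the paper's text, 0 had an adjusted p-value under 0.05 when adjusted over the list alone. This is not independent evidence, because the study chose part of the list on these samples. With U6 and snoRNA135 as the control RNAs, 0 of the 27 had an unadjusted limma p-value under 0.05.

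In the RefSeq gene table of the mouse assembly GRCm38.p6, in which 25 of the 33 named miRNAs matched a gene by name, mature miR-103 has the genes Mir103-1, which overlaps Pank3, and Mir103-2, which overlaps Pank2. Mir652 overlaps Tmem164, Mir433 overlaps Rtl1 and 6430411K18Rik, and Mir301b overlaps 2610318N02Rik. The deposited table names no genome build, so that no coordinates are given. From the arrays of both time points (Fig. 1c,d), the paper states that these miRNAs were downregulated. It gives other evidence too, which was not analysed here. It reports lower miR-103, miR-433 and miR-652, in contrast to miR-301b, in both aortic arch and thoracic aorta. It also reports lower levels of each of these miRNAs in HAECs after silencing of Dicer. By in situ PCR, it found no detectable miR-103 in the endothelium of EC-Dicer flox mice.

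**Figure D1:**
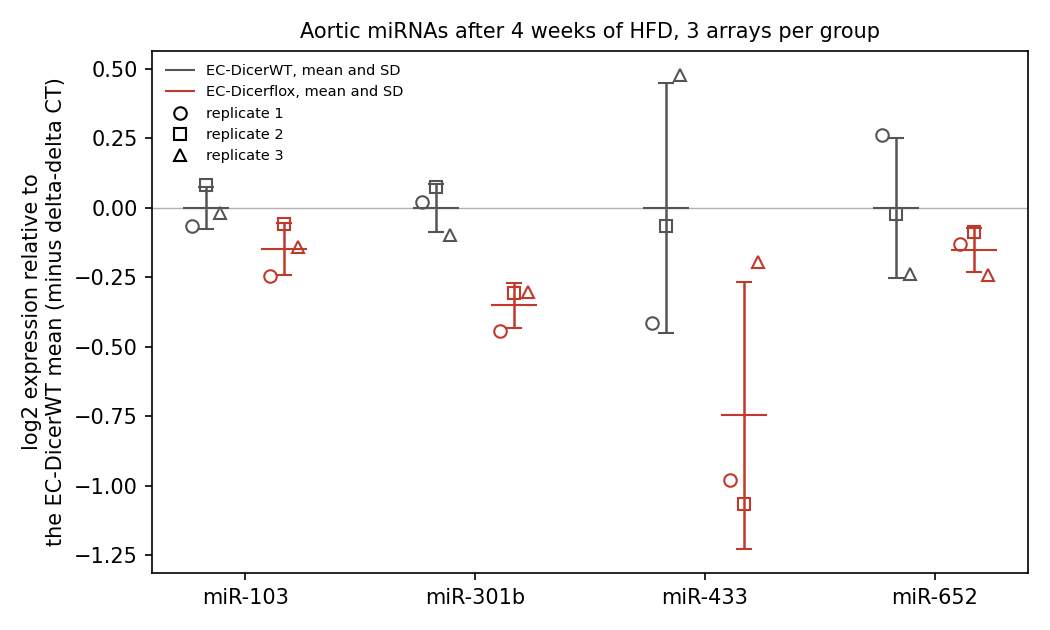
Log2 expression of miR-103, miR-301b, miR-433 and miR-652 relative to the mean of the EC-Dicer WT mice (vertical axis, minus delta-delta CT), with a symbol for each replicate and the mean and SD of 3 arrays per group. All 3 EC-Dicer flox samples of miR-301b, between -0.44 and -0.30, lie below the EC-Dicer WT samples, while the groups overlap for miR-103, miR-433 and miR-652.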

In human aortic ECs (HAECs), silencing of Dicer using GapmeRs diminished the expression levels of miR-103, -301b, -652 and -433, but not that of miR-126-3p, after 24 h (Fig. 1f and Supplementary Fig. 3). 

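Over all miRNAs on the 4-week arrays, 210 of the 461 estimates were lower and 251 were higher in EC-Dicer flox mice. The median log2 fold change of the 350 miRNAs with a CT under 40 in all samples was 0.10, and it was -0.058 with snoRNA202 alone and 0.19 with U6 alone as the control RNA. Relative to this median, miR-103 was at -0.25, miR-301b at -0.45, miR-433 at -0.85 and miR-652 at -0.26. With the median taken within each sample instead, the group differences were smaller. They were -0.13 for miR-103, -0.33 for miR-301b, -0.73 for miR-433 and -0.13 for miR-652. Exact permutation tests of these gave two-sided p = 0.2, p = 0.1, p = 0.2 and p = 0.5, respectively. The per-sample medians did not separate the groups with U6 and snoRNA135 or with U6 alone (exact permutation tests, two-sided p = 0.9 for both), while with snoRNA202 alone they were lower in all 3 EC-Dicer flox samples than in every EC-Dicer WT sample, by -0.18 log2 units (exact permutation test, two-sided p = 0.1, the smallest possible). Of these miRNAs, 31.1% had a lower log2 fold change than miR-103, 21.7% than miR-301b, 30.9% than miR-652 and 11.7% than miR-433. Of the other 22 detected miRNAs named in the paper's text, leaving miR-107 aside, 20 had higher and 2 had lower estimates. They ranged from -0.78 for miR-10a to 0.85 for miR-126-5p. With snoRNA202 alone, 15 had higher and 7 had lower estimates. Over the 62 combinations of control RNAs and cards, which were chosen after seeing the data, between 5 and 20 of the 22 were higher, the fewest with Y1 of the same card. Without EC-Dicer WT replicate 3, the log2 fold change of miR-10a was 0.35. MiR-126-3p had a log2 fold change of 0.41 (standard error 0.28, unadjusted limma p-value of 0.193). Without EC-Dicer flox replicate 2, the log2 fold change of miR-126-3p was 0.22 (unadjusted limma p-value of 0.477). MiR-126-5p had an unadjusted limma p-value of 0.0727. This p-value was 0.0274 with the mean and 0.0403 with the median of all miRNAs as the reference. It was 0.0326 with trend and robust moderation and 0.0469 without EC-Dicer flox replicate 3. It rose to 0.168 with U6 alone and to 0.126 with the replicate number as a block. Without EC-Dicer flox replicate 2, the log2 fold change of miR-126-5p was 0.53 (unadjusted limma p-value of 0.180). Of the other 21, miR-146a (0.40, unadjusted p-value of 0.0274) and let-7c (0.44, 0.0455) had a p-value under 0.05 with the ordinary linear model. In the discussion, the paper lists miRNAs with a fast turnover after silencing of Dicer (the let-7 family, miR-103, miR-221 and miR-27b) and with a slow turnover (miR-126-3p, miR-21, miR-23a and miR-26a). The 11 miRNAs of the fast list, miR-103 included, had a mean log2 fold change of 0.22 and the 4 of the slow list of 0.45, and 0.057 and 0.28 with snoRNA202 alone. Over the same 62 combinations, the mean of the fast list ranged from -0.24 to 0.30 and was below 0 in 14, all of which included Y1; that of the slow list ranged from -0.0085 to 0.53 and was below 0 in 1, with Y1 of the same card. The fast list relative to the slow list differed by -0.23 log2 units in EC-Dicer flox mice, from 0.0423 ± 0.132 (SD, n = 3) to -0.185 ± 0.127 (SD, n = 3), which an exact permutation test did not separate (two-sided p = 0.2). From the arrays together with its measurements in ECs, the paper proposes that the loss of Dicer lowers mainly miRNAs that are unstable.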

In summary, these results suggest that endothelial Dicer deficiency selectively lowers the expression levels of unstable miRNAs, most of which are upregulated during atherosclerosis.

### Endothelial Dicer promotes atherosclerosis

To determine the role of Dicer in endothelial inflammation, monocytic cell arrest was studied *ex vivo* using perfused carotid arteries from EC-Dicer^flox^ and EC-Dicer^WT^ mice that were fed a HFD for 4 weeks. Monocyte adhesion (Fig. 2a) and the expression levels of the *Cxcl1, Cx*_*3*_*cl1* and *Ccl2* mRNAs (Fig. 2b) were significantly lower in carotid arteries from EC-Dicer^flox^ mice than in those from EC-Dicer^WT^ mice. Reduced endothelial expression of CXCL1 in EC-Dicer^flox^ mice was identified by dual immunostaining of CXCL1 and the endothelial marker CD31 (Fig. 2c). These results suggest that endothelial Dicer enhances chemokine expression and may promote monocyte adhesion during the early stages of atherosclerosis. After 12 weeks of HFD feeding, atherosclerosis in the aortic roots (Fig. 3a) and thoracoabdominal aortas (Fig. 3b) of EC-Dicer^flox^ mice was 58% and 41% lower than that in EC-Dicer^WT^ mice, respectively. The distribution of atherosclerotic lesions in the aorta did not differ between EC-Dicer^flox^ and EC-Dicer^WT^ mice (Supplementary Fig. 4). The number of macrophages per lesion (Fig. 3c) and the SMC content (Fig. 3d) were diminished in EC-Dicer^flox^ mice. Deletion of the endothelial *Dicer* gene did not affect serum cholesterol levels (Supplementary Fig. 5). Taken together, these findings indicate that the expression of Dicer in ECs enhances atherosclerotic lesion formation.

### miR-103 induces endothelial inflammation

Among the miRNAs downregulated in the aorta of EC-Dicer^flox^ mice, miR-103 was expressed most abundantly in human ECs (Fig. 4a) and was highly enriched in the RISCs of these cells, as determined using anti-argonaute 2 (AGO2)-immunoprecipitation, suggesting a prominent role for miR-103 in the regulation of EC function (Fig. 4b). 

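MiR-107 had a CT of 27.6 ± 1.92 (SD, n = 3) in EC-Dicer flox and 26.8 ± 1.02 (SD, n = 3) in EC-Dicer WT aortas after 4 weeks of HFD. Its log2 fold change was -0.57 (standard error 0.67), with an unadjusted limma p-value of 0.431 (exact permutation test, two-sided p = 0.6). The estimate was lower than that of miR-103, and its standard error was larger than the size of the estimate. In pairs of the same replicate number, miR-107 was lower in 3 of 3 pairs. The log2 differences were -0.26, -0.31 and -1.13 for replicates 1, 2 and 3. Without EC-Dicer flox replicate 3 its log2 fold change was 0.046, and without replicate 3 of both groups it was -0.29. The difference between the effects on miR-103 and miR-107 was tested directly as the CT of miR-107 minus the CT of miR-103 of the same sample, which needs no control RNA. This difference was 3.83 ± 1.08 cycles (SD, n = 3) in EC-Dicer flox and 3.40 ± 0.594 cycles (SD, n = 3) in EC-Dicer WT mice (exact permutation test, two-sided p = 0.6), so that the arrays did not separate the effects on these miRNAs. The difference between the groups was 0.422 cycles, and 0.081, 0.174 and 1.01 cycles in the pairs of replicates 1, 2 and 3. It was -0.197 cycles without EC-Dicer flox replicate 3 and 0.13 cycles without replicate 3 of both groups. In the RefSeq gene table of GRCm38.p6, Mir107 overlaps Pank1.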

Notably, the expression of miR-107, which shares the same seed sequence with miR-103, was not affected by endothelial *Dicer* deletion (Fig. 1c,d and Supplementary Tables 1 and 2). Stimulation of HAECs with TNF-α moderately induced miR-103 and suppressed miR-433 expression, whereas blocking of NF-κB reduced only the expression of miR-103 and -301b (Fig. 4c,d). In addition, the expression of miR-103 was upregulated in HAECs upon stimulation with native low-density lipoprotein (LDL) and further increased by mildly oxidized LDL treatment (Fig. 4e). These data suggest that NF-κB activity and hyperlipidemia drive the expression of miR-103 in atherosclerotic ECs, which may in turn indirectly regulate the chemokine expression.

In addition, miR-103 was highly expressed in the aortic endothelium after 4 and 12 weeks of HFD feeding in EC-Dicer^WT^ mice, whereas endothelial miR-103 expression was not detectable by *in situ* PCR in EC-Dicer^flox^ mice (Fig. 4f and Supplementary Fig. 6). Similarly, combined *in situ* PCR and immunostaining of von Willebrand factor (vWF) revealed prominent miR-103 expression in ECs covering human atherosclerotic lesions (Fig. 4g,h). These results suggest that Dicer-mediated generation of endothelial miRNAs, in particular miR-103, may play a crucial role in lesion formation.

Overexpression of miR-103 was sufficient to upregulate the expression levels of the *CXCL1*, *CX*_*3*_*CL1* and *CCL2* mRNAs after silencing Dicer in HAECs (Fig. 5a). Furthermore, treatment of HAECs with a specific locked nucleic acid (LNA)-inhibitor, which reduced miR-103 expression by 70% (Fig. 5b), also reduced the expression of the *CXCL1*, *CX*_*3*_*CL1* and *CCL2* mRNAs significantly (Fig. 5c). Downregulation of CXCL1 was also confirmed at the protein level (Fig. 5d). Next, *in vitro* flow chamber assays were used to examine the effect of miR-103 on monocyte adhesion to ECs. Unlike non-targeting LNA-oligonucleotides, LNA-inhibitors of miR-103 attenuated the adhesion of monocytic cells to HAECs (Fig. 5e). Conversely, transfection of HAECs with miR-103 mimics, which increased miR-103 expression by 22-fold (Fig. 5f), upregulated the expression levels of *CXCL1* and *CX*_*3*_*CL1*, but had only a slight effect on the expression of *CCL2* (Fig. 5g). Furthermore, overexpression of miR-103 in HAECs increased monocytic cell adhesion, and this effect was reversed by blocking the CXCL1 receptor C–X–C chemokine receptor type 2 on monocytes (Fig. 5h). These findings suggest that reduced expression of miR-103 in EC-Dicer^flox^ mice results in diminished adhesion of monocytes to the carotid arteries.

### Endothelial Dicer regulates KLF4-dependent gene expression

To study the mechanism by which deficiency of endothelial Dicer reduced lesion formation, genome-wide microarray analyses of atherosclerotic arteries from EC-Dicer^WT^ and EC-Dicer^flox^ mice fed a HFD for 12 weeks were performed (*n*=2 mice per group; P<0.05 by a moderated *t*-test (Limma); fold change cutoff=1.2). Overall, 469 transcripts were upregulated and 652 transcripts were downregulated in EC-Dicer^flox^ mice compared with EC-Dicer^WT^ mice. In addition to the transcription factor *c-Myb*, the Wnt pathway members *transcription factor 7 (Tcf7)* and *lymphoid enhancer-binding factor 1* (*Lef1)* and the expression of EC-specific genes, such as *Cadherin 5* (*Cdh5;* also known as VE-Cadherin), *Claudin-5 (Cldn5)*, *BMX non-receptor tyrosine kinase (Bmx)* and *SRY (sex-determining region Y)-box 17 (Sox17)*, were increased in EC-Dicer^flox^ mice (Fig. 6a). By contrast, the expression level of proinflammatory genes, like *Ccl2*, *CD44 antigen (CD44)*, *Rho-associated coiled-coil containing protein kinase 1* (*Rock1)* and *Nfkb1*, was reduced in the aortas of EC-Dicer^flox^ mice (Fig. 6a). We confirmed by qRT–PCR in a larger number of mice that endothelial Dicer deficiency increases the expression level of *c-Myb*, *Tcf7*, *dickkopf homolog 2* (*Dkk2)* and *Sox17*; however, the expression of *Lef-1* only tended to be increased in EC-Dicer^flox^ mice (Fig. 6b). Next, we analysed the differentially expressed genes using Ingenuity Pathway Analysis software. Genes related to biological processes such as development of blood vessels, inflammatory response, chemotaxis and immune cell adhesion were enriched among the differentially expressed genes in EC-Dicer^flox^ mice (Fig. 6c). Moreover, the expression levels of genes related to the KLF4 pathway were also differentially expressed in EC-Dicer^flox^ mice and were indicative of increased KLF4 signalling (Fig. 6d). KLF4 has been implicated in the regulation of *TCF7* and *MYB* expression^46^,^47^. Overexpression and silencing of *KLF4* in HAECs increased and reduced the expression of *c-MYB*, respectively, whereas the expression of *TCF7* mRNA was not affected (Supplementary Figs 7 and 8). Accordingly, knockout of *Dicer* in ECs resulted in *c-MYB* expression in ECs covering aortic root lesions, which was not detectable in ECs from EC-Dicer^WT^ mice by dual immunostaining of c-MYB and vWF (Supplementary Fig. 9). Overall, these data demonstrate that loss of Dicer upregulates the expression of KLF4-regulated genes in ECs, such as *c-MYB*.

Although deficiency of endothelial Dicer preferentially regulated KLF4-dependent genes, KLF4 mRNA expression levels in the aortic wall were not different between EC-Dicer^flox^ and EC-Dicer^WT^ mice (Fig. 6e). However, the number of KLF4-expressing arterial ECs was increased in EC-Dicer^flox^ compared with EC-Dicer^WT^ mice (Fig. 6f), compatible with translational inhibition of KLF4 expression by miR-103. These results suggest that activation of the KLF4 pathway in ECs contributes to the atheroprotective effect of endothelial Dicer deficiency by reducing arterial inflammation and increasing endothelial differentiation.

### miR-103 induces endothelial inflammation by targeting KLF4

Notably, miR-103 can directly target the *KLF4* mRNA by binding to a conserved site in its 3′ untranslated region (UTR; Supplementary Fig. 10)^48^. Overexpressing a mutant GW182 protein in murine (Fig. 7a) and human ECs (Fig. 7b) enabled the locking of miRNAs and their targets in the RISC^49^. MiR-103-mimic treatment in these cells enriched *KLF4* mRNA but not *c-MYB* mRNA in the GW182-IPs, demonstrating that miR-103 targets *KLF4*, but not *c-MYB* mRNA in ECs (Fig. 7a,b). Moreover, treatment of HAECs with LNA inhibitors of miR-103 increased KLF4 protein expression (Fig. 7c) but did not affect *KLF4* mRNA levels (Fig. 7d). By contrast, the expression of KLF2 protein was not affected by treatment of HAECs with LNA inhibitors of miR-103 (Supplementary Fig. 11). Taken together, these results suggest that reduced endothelial miR-103 expression due to Dicer deficiency results in increased KLF4 protein expression in atherosclerotic endothelium.

Silencing of KLF4 in HAECs upregulated the expression level of miR-103 (Fig. 7e), as well as those of the *CXCL1*, *CX*_*3*_*CL1* and *CCL2* mRNAs in both the presence and absence of miR-103 inhibition (Fig. 7f). Conversely, overexpression of KLF4 downregulated the expression levels of miR-103 (Fig. 7g) and the *CXCL1*, *CX*_*3*_*CL1* and *CCL2* mRNAs (Fig. 7h) in HAECs, and treatment with miR-103 mimics prevented the suppression of chemokine expression by KLF4 (Fig. 7h). These data suggest that KLF4 affects chemokine expression downstream of miR-103, but may also act upstream of this miRNA in a negative feedback loop. TNF-α stimulation and blockage of NF-κB reduced and increased the expression of *KLF4*, respectively (Supplementary Fig. 12). Moreover, inhibition of the interaction between miR-103 and its binding site in the 3′UTR of *KLF4* using LNA-modified target site blockers (KLF4-TSBs) reduced the expression levels of chemokine mRNAs (Fig. 7i) and diminished monocyte adhesion (Fig. 7j), demonstrating that miR-103 regulates the adhesive properties of ECs by targeting KLF4. Overall, these results indicate that miR-103 induces chemokine expression in ECs by translational repression of the anti-inflammatory transcription factor KLF4.

### Targeting of KLF4 by miR-103 promotes atherosclerosis

To study the effect of the interaction between miR-103 and KLF4 on atherosclerosis, *Apoe*^*−/−*^ mice were treated with KLF4-TSBs or control LNA-modified olignonucleotides during the last 4 weeks of an 8-week HFD feeding programme. Increased endothelial expression of KLF4 in *Apoe*^*−/−*^ mice treated with KLF4-TSBs was detected by dual immunostaining of KLF4 and vWF (Fig. 8a). Treatment with KLF4-TSBs reduced the aortic lesion area (by 53%; Fig. 8b) and the lesional macrophage number (by 30%; Fig. 8c) compared with the treatment with control oligonucleotides. Moreover, inhibition of the interaction between miR-103 and KLF4 reduced the number of CXCL1-expressing ECs (Fig. 8d) and downregulated the *Cxcl1* mRNA expression in carotid arteries (Fig. 8e). By contrast, the expression level of *Cxcl1* was not affected in other tissues, like the liver, spleen and heart, following KLF4-TSBs treatment (Fig. 8e). Treatment with KLF4-TSBs induced endothelial expression of eNOS in aortic root lesions and the expression of *Nos3* in carotid arteries (Fig. 8f,g). Serum cholesterol levels were similar between control mice and mice treated with KLF4-TSBs (Supplementary Fig. 13). Taken together, these findings indicate that miR-103 enhances atherosclerotic lesion formation by suppressing KLF4.

## Discussion

Here, we demonstrate that deficiency of Dicer in the endothelium of *Apoe*^*−/−*^ mice diminishes endothelial inflammation, which reduces monocyte adhesion to atherosclerosis-prone endothelium and the development of atherosclerotic lesions. Deletion of *Dicer* in ECs primarily decreased the expression of a small subset of unstable miRNAs, including miR-103, and promoted KLF4-dependent gene expression. MiR-103 expression was upregulated by NF-κB and mildly oxidized LDL in human ECs and increased the expression of CXCL1 by targeting KLF4, thereby enhancing monocyte adhesion to ECs. Inhibition of the miR-103-KLF4 interaction reduced atherosclerosis, lesional macrophage accumulation and endothelial CXCL1 expression in the arteries of *Apoe*^*−/−*^ mice, indicating a proinflammatory and proatherogenic role of miR-103 by targeting KLF4.

The normal functions of various differentiated cell types, such as cardiomyocytes, pancreatic beta cells and SMCs, requires Dicer activity and fully functioning miRNA biogenesis^32^,^33^,^50^. However, mice with a deletion of the *Dicer* gene in ECs develop normally, indicating that permanent Dicer activity is of less importance in EC homeostasis^37^. Notably, knockdown of Dicer in ECs *in vitro* reduces the expression of CXCL1 and upregulates endothelial genes, like *eNOS* and *Tie2*, indicating that Dicer promotes inflammatory activation and impairs endothelial differentiation^38^,^51^. ECs at arterial bifurcations are primed by disturbed flow for inflammatory activation in response to hyperlipidemic stress, which results in NF-κB-dependent upregulation of CXCL1 and atherogenic monocyte adhesion^8^,^15^. Accordingly, we found that endothelial Dicer deficiency downregulates CXCL1 in murine arteries and reduces the adhesion of monocytes to the endothelium during the early stage of atherosclerosis. In line with its effect on monocyte adhesion, deficiency of Dicer in ECs reduced the development of atherosclerosis and the accumulation of lesional macrophages, suggesting that the generation of miRNAs in ECs during atherosclerosis promotes lesion formation by increasing CXCL1-dependent monocyte adhesion. The detrimental role of endothelial Dicer during atherogenesis may be due to the key role of miRNAs in the maladaptive response of ECs to disturbed flow. The miRNA expression profile in ECs exposed to disturbed blood flow at arterial bifurcations differs substantially from that in ECs at unbranched arterial segments^42^ and is characterized by downregulation of atheroprotective (such as miR-126-5p)^52^ and upregulation of pro-atherogenic miRNAs (such as miR-92a)^41^. Moreover, ECs at arterial bifurcations proliferate more frequently than quiescent ECs at unbranched segments^52^. In contrast to proliferating cells, the majority of miRNAs in quiescent cells is stable (persistence of miRNAs up to 2 months following Dicer ablation in neurons *in vivo* have been reported)^53^, stored in Argonaut complexes and functionally silent probably due to their sequestration by polysomes^29^,^54^,^55^,^56^. Therefore, reduced endothelial miRNA biogenesis at predilection sites of atherosclerosis may cause the protective effects of endothelial Dicer deficiency on lesion formation.

Although miRNAs are generally stable, a small subset of miRNAs that associates with Argonaut proteins demonstrates fast turnover rates in a highly dynamic and cell type-specific manner^28^,^29^,^57^. After silencing of Dicer in ECs, let-7 family miRNAs, miR-103, miR-221 and miR-27b have a higher turnover rate than miR-126-3p, miR-21, miR-23a and miR-26a^39^. We found that the expression levels of four miRNAs, including miR-103, were highly dependent on endothelial Dicer activity. Hence, downregulation of unstable miRNAs, like miR-103, following *Dicer* deletion may limit monocyte adhesion and atherosclerosis in mice. MiR-103 has a key role in regulating insulin sensitivity in adipocytes by targeting caveolin-1, and in cancer cell growth and metastasis by repressing different targets, including KLF4 (refs 48, 58, 59). MiR-103 is one of the most highly expressed miRNA in ECs cultured under static conditions and downregulated by high-shear stress^38^,^60^. *In vivo*, miR-103 is upregulated at predilection sites for the development of atherosclerosis characterized by disturbed flow-induced endothelial NF-κB activation^42^. The results presented here show that NF-κB activation upregulates miR-103 and thereby promotes the expression of chemokines, such as CXCL1, CCL2 and CX_3_CL1. MiR-103 increased CXCL1-dependent monocyte adhesion and rescued the decreased chemokine expression caused by knockdown of *Dicer* in ECs, indicating that reduced endothelial miR-103 levels limit monocyte adhesion and atherosclerosis in EC-Dicer^flox^ mice by downregulating CXCL1.

The reduced endothelial inflammation in atherosclerotic arteries of EC-Dicer^flox^ mice was associated with enhanced KLF4 activity. Although KLF4 is closely related to KLF2, only 30% of the KLF4-regulated genes in ECs are also controlled by KLF2, indicating non-redundant roles of KLF2 and KLF4 in endothelial function^46^. For example, KLF4 but not KLF2 upregulates Cdh5 and Claudin-5 by direct interaction with their promoter and thus reduces endothelial permeability^61^,^62^,^63^. By contrast, both KLF4 and KLF2 attenuate endothelial inflammation by inhibiting NF-κB activation through competitive binding to the p300 coactivator^2^. An atheroprotective role of endothelial KLF4 was demonstrated by gain-an-loss-function studies in mice^64^. The expression of KLF2 and KLF4 is transcriptionally upregulated by the MEK5/Erk5/MEF2 signalling pathway and posttranscriptionally silenced by disturbed flow-induced miR-92a^3^,^65^. In accordance with previous reports in cancer cells, we found that miR-103 represses the translation of KLF4 mRNA by direct interaction with a conserved binding site in its 3′UTR, which results in NF-κB-mediated upregulation of CXCL1 in ECs^48^. Hence, miR-103 might act as a molecular switch for the inflammatory activation of arterial ECs by fine-tuning the functional antagonism between KLF4 and NF-κB. The findings that inhibition of the interaction between miR-103 and KLF4 reduced atherosclerosis and increased endothelial KLF4 expression in *Apoe*^*−/−*^ mice demonstrates a proatherogenic role of this interaction and suggests that derepression of KLF4 due to downregulation of miR-103 contributes to the atheroprotective effect of Dicer deficiency in ECs.

In conclusion, deficiency of Dicer in the endothelium of *Apoe*^*−/−*^ mice reduced monocyte adhesion to the early atherosclerotic endothelium by downregulating CXCL1, and thereby diminished lesion formation. Thus, endothelial Dicer activity at arterial sites predisposed to atherosclerosis may play a pro-atherogenic role by generating proinflammatory miRNAs. This effect of Dicer is attributable to reduced endothelial miR-103 expression and the subsequent restoration of *KLF4* expression. Moreover, selective inhibition of the targeting of KLF4 by miR-103 using antisense oligonucleotides may represent a novel approach to treat atherosclerosis.

## Methods

### Animal models

Cdh5-CreER^T2^ mice (kindly provided by Dr Iruela-Arispe, UCLA, Los Angeles, CA, USA) were crossed with Dicer1^flox/flox^/*Apoe*^*−/−*^ mice (Jackson Laboratory) to obtain Cdh5-CreER^T2^Dicer1^WT/flox^/*Apoe*^*−/−*^ mice^66^,^67^. Cdh5-CreER^T2^Dicer1^flox/flox^/*Apoe*^*−/−*^ (EC-Dicer^flox^) and Cdh5-CreER^T2^Dicer1^WT/WT^/*Apoe*^*−/−*^ (EC-Dicer^WT^) littermates were used for experiments. Cre recombinase activity was induced by intraperitoneal injection of the mice with TMX (2 mg per 20 g body weight; Sigma-Aldrich) dissolved in neutral oil (Migyol; Sasol) for 5 consecutive days. Deletion of the conditional *Dicer* allele after TMX injection was verified in the aortas of EC-Dicer^flox^ mice by PCR^67^. One week after the last TMX injection, 6- to 8-week-old female mice were fed a HFD consisting of 21% crude fat, 0.15% cholesterol and 19.5% casein (Altromin, Lage, Germany) for the indicated time points. For immunohistochemistry, the aortas and carotid arteries were harvested after *in situ* perfusion fixation with 4% paraformaldehyde (Carl Roth) or PAXgene (Qiagen). For purification of mRNAs or miRNAs, the arteries were perfused with RNAlater (Life Technologies). All animal experiments were reviewed and approved by the local authorities (State Agency for Nature, Environment and Consumer Protection of North Rhein-Westphalia and District Government of Upper Bavaria) in accordance with the German animal protection laws.

### Histology and immunostaining

Thoracoabdominal aortas were prepared *en face* and stained with Oil Red O stain. The Oil Red O-positive area was quantified from digital images of the aorta using image analysis software (ImageJ). Serial sections (5 μm thick) from carotid arteries and aortic roots were stained with Movat's pentachrome or Elastic van Gieson stain. A bright-field microscope (Leica DM6000B; Leica Microsystems) connected to a CCD camera (Leica DFC365FX) was used to obtain the images. The lesion area was quantified using planimetry (Leica LAS software). Immunostaining of CXCL1 (1:25; rabbit polyclonal antibody, PeproTech), macrophage-specific Mac2 (MAC2; 1:400; clone M3/38, Cedarlane), α-smooth muscle actin (1:200; clone 1A4, Dako), CD31 (1:75; goat polyclonal antibody, Santa Cruz Biotechnology), vWF (1:1,000; rabbit polyclonal antibody, Abcam), KLF4 (1:200; rabbit polyclonal antibody, Abcam), eNOS (1:100; purified mouse antibody, BD Bioscience) and c-MYB (1:300, rabbit polyclonal antibody, Hölzel Diagnostika Handels GmbH) was performed in carotid arteries or aortic root sections. The staining of KLF4 and CD31 was performed separately on adjacent sections. Cell nuclei were counterstained with 4′,6-diamidino-2-phenylindole (Vectashield, Vector Laboratories). The positively stained area or the number of positive cells was normalized to the lesion area or lesional cell number, respectively, using ImageJ. Non-specific primary antibodies were used as negative controls (Santa Cruz Biotechnology). The background of the negative control defined the threshold. The analysis of the stainings was performed in blinded manner.

### Human carotid lesion samples

Human atherosclerotic lesion samples were obtained during carotid endarterectomy and fixed with 4% paraformaldehyde (Carl Roth). The Ethics Committee of the Medical Faculty at RWTH Aachen University approved the study protocol for the collection of human atherosclerotic plaque specimens and all participants gave their written informed consent.

### Blood chemistry

Serum cholesterol levels were measured by dry chemistry using a Vitros 250 Analyzer (Ortho Clinical 10 Diagnostics).

### *Ex vivo* perfusion of carotid arteries

The left carotid arteries were isolated from EC-Dicer^flox^ and EC-Dicer^WT^ mice after 4 weeks of HFD feeding and were mounted onto a microscopic stage. Monocytic Mono Mac6 cells (MM6; 10^6^ cells per ml; Leibniz Institute DSMZ-German Collection of Microorganisms and Cell Cultures, Braunschweig, Germany) labelled with calcein AM (1 μM; Life Technologies), were perfused at a flow rate of 4 μl min^−1^ and monocytic cell adhesion was recorded using stroboscopic epifluorescence illumination^15^.

### *In vivo* target site blocker treatment

Following 4 weeks of HFD feeding, *Apoe*^*−/−*^ mice were randomized to the different experimental groups and injected once weekly via the tail vein with KLF4 LNA-target site blocker oligonucleotides (5′- GTATGCAGCAGTTGG -3′) or control LNA-target site blocker oligonucleotides (5′- GCTCCCTTCAATCCAA -3′; 0.4 mg per 20 kg; miRCURY LNA Target Site Blocker, *in vivo* use; Exiqon). During the injection period, mice were fed with a HFD. The tissues were harvested 1 week after the last injection.

### MiRNA real-time PCR array

After reverse transcription and pre-amplification of total RNA using the Megaplex RT & Preamp Rodent Pool Set (Life Technologies), the samples were loaded onto preconfigured 384-well microfluidic TaqMan Array MicroRNA Cards for real-time PCR (RT–PCR) analyses of 641 mouse miRNAs, using the 7900HT Real-Time PCR System (all from Life Technologies). 

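Each set of assays carried U6, snoRNA135, snoRNA202, U87 and Y1 as endogenous controls, and a plant miRNA that mouse tissue lacks, which was at a CT of 40 in all wells but 1, with a CT of 39.6. The mean CT of U6 was 15.9 ± 0.432 (SD, n = 3) in EC-Dicer flox and 15.7 ± 0.185 (SD, n = 3) in EC-Dicer WT mice. That of snoRNA135 was 22.6 ± 1.23 (SD, n = 3) and 22.6 ± 0.672 (SD, n = 3), and that of snoRNA202 was 17.3 ± 0.908 (SD, n = 3) and 17.3 ± 0.521 (SD, n = 3), respectively. U6, snoRNA135 and snoRNA202 did not separate the groups (exact permutation tests, two-sided p = 0.5, p = 0.9 and p = 1). Across the 6 samples, U6 ranged over 0.843 cycles and snoRNA135 over 2.28 cycles. The CT of snoRNA135 minus that of U6 was 6.69 ± 0.802 cycles (SD, n = 3) in EC-Dicer flox and 6.86 ± 0.493 cycles (SD, n = 3) in EC-Dicer WT mice (exact permutation test, two-sided p = 0.7).

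**Figure D2:**
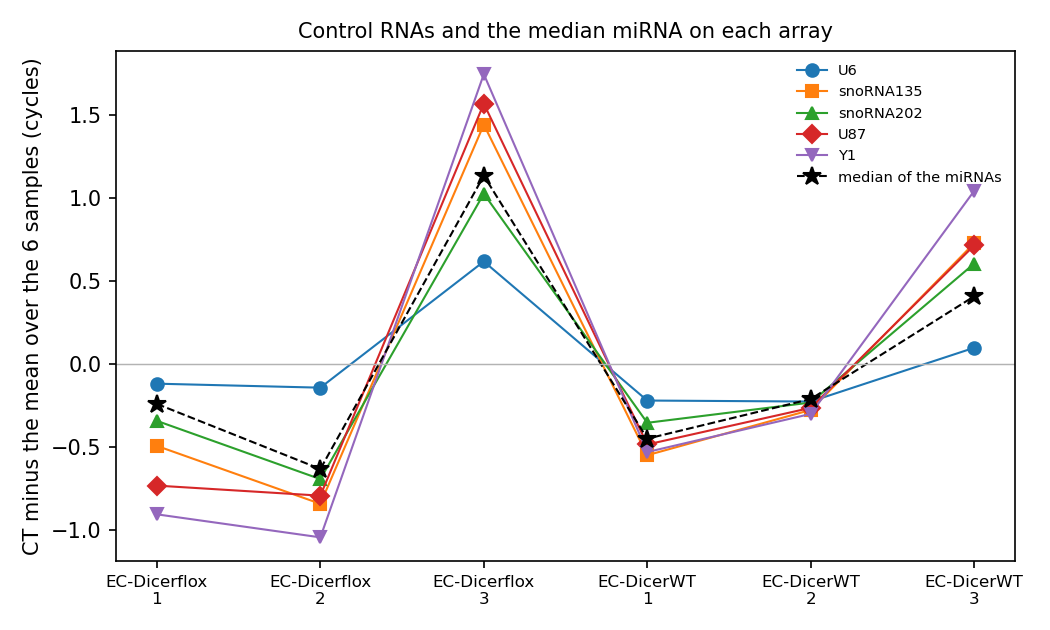
CT of the 5 endogenous control RNAs (mean of both cards) and the median CT of 350 miRNAs on each array, as the difference in cycles from the mean over the 6 samples. Replicate 3 of both groups has the highest CT values, and U6 moves least, over 0.843 cycles.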

Data analysis was performed using StatMiner software (Integromics) along with multiple internal control genes and the cycle threshold (CT) method. After 4 and 12 weeks HFD feeding, a total of 428 and 458 miRNAs, respectively, were detected according to the detection limit (defined as a CT=40) of the individual assays.

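In the 4-week samples analysed here, 461 of 596 mouse miRNA assays had a CT under 40 in at least 1 of 6 samples. With stricter definitions, 432 miRNAs were under 40 in at least 2 samples, 408 in at least 3 and 350 in all 6. With CT values above 35 counted as undetected, 422 miRNAs were detected in at least 1 sample. Leaving out 1 sample at a time changed the number to between 452 and 458. Of the 20 miRNAs at 40 in exactly 1 sample, 11 were at 40 in EC-Dicer flox replicate 3.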

### Global gene expression analysis

Global gene expression analysis was performed using Agilent 8 × 60 K SurePrint G3 Mouse Gene Expression in combination with a one-colour-based hybridization protocol (IMGM Laboratories GmbH). Fluorescent signals on the microarrays were detected using the Agilent DNA Microarray Scanner (Agilent Technologies Germany GmbH). Flagged genes were removed from the analysis. Probe set intensities were summarized and normalized using robust multi-array average, and significant differential expression was determined by moderated *t*-test (Limma) using a *P*-value cutoff of 0.05 and a fold change cutoff of 1.2 (GeneSpring GX Software, Agilent). Differentially regulated genes were analysed by Ingenuity Pathway Analysis (Qiagen). The Fisher's exact *t*-test was selected for the function and pathway analysis.

### Preparation of moxLDL

Human native low-density lipoprotein (nLDL; 1 mg ml^−1^, Calbiochem, Millipore) was incubated with 5 μM CuSO_4_ at 37 °C for 4 h to prepare mildly oxidized-low-density lipoprotein (moxLDL). The LDL oxidation was stopped by adding 10 μM EDTA and the LDL was passed through PD-10 desalting column (GE Healthcare). To prepare nLDL for experimental use as a negative control, all the above steps were performed except the addition of CuSO_4_. The moxLDL and nLDL were used within 14 days after preparation and stored at 4 °C.

### Cell culture

HAEC (Cat. # C-12271; PromoCell), umbilical vein ECs (HUVEC; Cat. # CC-2517; Lonza) and mouse aortic ECs (Pelobiotech) were cultured in collagen-coated dishes (Millipore) using EC-growth medium (PromoCell). HAECs were stimulated for 6 h with TNF-α (10 ng ml^−1^; R&D Systems), nLDL (50 μg ml^−1^; Calbiochem, Millipore) or moxLDL (50 μg ml^−1^, Calbiochem, Millipore). HAECs were incubated for 30 min with 5 μM BAY11-7085 (Millipore) to block NF-κB activation. Subsequently, the medium was replaced and RNA was isolated after 24 h. HAECs were cultured in collagen-coated perfusion chambers (μ-Slides VI^0.4^, ibidi GmbH) and exposed to high-shear stress (15 dyne cm^−2^) or low-shear stress (4 dyne cm^−2^) for 48 h generated by perfusion with medium (ibidi Pump System, ibidi GmbH).

Gram-negative endotoxin levels were tested in the medium of HAECs und HUVECs using the LAL Chromogenic Endotoxin Quantitation Kit (Thermo Scientific). The endotoxin concentration was consistently less than 0.1 Endotoxin Units (EU)/ml.

MM6 cells (Mono Mac 6; Leibniz Institute DSMZ-German Collection of Microorganisms and Cell Cultures) were cultured in RPMI medium (with L-Glutamine; GE Healthcare Life Sciences) containing 10% FBS, OPI media supplement (1 mM oxaloacetate, 0.45 mM pyruvate, 0.2 U ml^−1^ insulin; Sigma-Aldrich), 1 × MEM non-essential amino acids (Life Technologies), 2.5 μg ml^−1^ Plasmocin (InvivoGen), 100 μg ml^−1^ streptomycin and 100 U ml^−1^ penicillin (Life Technologies).

To isolate ECs, the periadventitial fat and connective tissue was removed from the aortas of EC-Dicer^WT^ and EC-Dicer^flox^ mice 2 weeks after TMX injection. The tissue was cut into 1–2 mm^2^ sections, which were cultured in endothelial growth medium (PromoCell) for 7 days to allow the outgrowth of ECs. Subconfluent ECs of passage 3–5 were used for experiments. The EC phenotype was confirmed by lectin staining (*Lycopersicon esculentum*; Sigma)^15^.

Myeloid cells were isolated from the blood of EC-Dicer^WT^ and EC-Dicer^flox^ mice 4 weeks after TMX injection and HFD feeding by magnetic cell sorting using CD11b^+^ microbeads (MACS Miltenyi Biotec GmbH).

### Treatment of HAECs

Lipofectamine RNAiMAX (Life Technologies) was used to transfect HAECs with a LNA-miR-103 inhibitor (50 nM, miRCURY LNA microRNA Inhibitors; Exiqon), a miR-103 mimic (15 nM, *mir*Vana mimics; Life Technologies), Dicer GapmeRs (10 nM, LNA GapmeRs; Exiqon), miR-103-KLF4 target site blockers (50 nM miRCURY LNA microRNA Target Site Blockers; Exiqon), premade *KLF4* mRNA (2 μg, mRNAExpress Human KLF4 Transcript; BioCat GmbH) or scrambled controls. Total RNA was isolated after 24 or 48 h using the RNeasy Mini Kit (Qiagen) or mirVana Isolation Kit (Life Technologies). HAECs were transfected with a small interfering RNA (siRNA) against KLF4 or a non-targeting siRNA (1 μM Accell siRNA in Accell Delivery Cell Culture Medium; Thermo Scientific) for 72 h. Additional treatment with the LNA-miR-103 inhibitor was performed as described above.

### Quantitative real-time PCR

Total RNA was isolated from carotid arteries, aortas or cultured ECs using the mirVana miRNA Isolation Kit (Life Technologies), the RNeasy Mini Kit (Qiagen) or NucleoSpin microRNA Kit (Macherey-Nagel GmbH & Co. KG) and reverse-transcribed with a TaqMan microRNA reverse transcription kit or a high-capacity cDNA reverse transcription kit (both from Life Technologies). MiRNA qRT-PCR was performed using TaqMan microRNA assays and TaqMan Universal PCR Master Mix (both from Life Technologies). qRT–PCR assays for mRNAs were performed either with TaqMan gene expression assays and TaqMan Universal PCR Master Mix (both from Life Technologies) or with gene-specific primers (Sigma-Aldrich; Supplementary Table 3) and a SYBR Green Master Mix (Thermo Scientific). All qRT–PCR experiments were run on a 7900HT real-time PCR system (Life Technologies). The data were normalized to single or multiple reference genes (sno-135, RNU44 and U6 for miRNAs; *GAPDH* and *B2M* for mRNAs) and scaled to the sample with of the lowest expression using Qbase^PLUS^ software (Biogazelle NV).

### *In situ* reverse transcriptase PCR

Sections (5 μm thick) of carotid arteries and aortic roots were treated with DNase (Roche) for 15–17 h at 37 °C. One-step reverse transcriptase *in situ* PCR was performed using gene-specific Taq *in situ* primers (Sigma-Aldrich; Supplementary Table 3), SuperScript One-Step RT–PCR with PlatinumTaq (Life Technologies), and digoxigenin-11-dUTPs (Roche)^68^. After two washes with saline-sodium citrate buffer buffer and blocking of biotin/avidin-binding sites (Blocking Kit; Vector Laboratories), the sections were incubated with horseradish peroxidase-conjugated anti-digoxigenin sheep F'ab fragments (Roche) for 1 h at 37 °C. The probes were visualized using a tyramide-based amplification system (TSA Plus Biotin; Perkin Elmer) and DyLight 549-labelled streptavidin (Kirkegaard & Perry Laboratories)^52^.

### Argonaute 2 immunoprecipitation

ECs were harvested and washed in ice-cold phosphate-buffered saline (GE Healthcare Life Sciences), and then incubated in lysis buffer containing 400 μM vanadyl ribonucleoside complexes (New England Biolabs) and protease inhibitors (Complete Protease Inhibitor Cocktail Tablets; Roche).^26^ The cell lysates were centrifuged and the input RNA was extracted from the supernatant using TRIzol reagent (Life Technologies). A human monoclonal AGO2 Ab (5 μg per 1,000 μl; clone 2E12-1C9; Abnova) or control IgG (5 μg per 1,000 μl; Millipore) was pre-incubated with protein A/G-conjugated magnetic beads (Millipore), and then incubated with the cell extract for 7 h at 4 °C. The precipitate was immobilized with a magnetic separator (Millipore). RNA was isolated from the precipitate using TRIzol reagent, reverse-transcribed using a high-capacity cDNA reverse transcription kit (Life Technologies), and amplified with gene-specific primers (Supplementary Table 3) and SYBR Green PCR Master Mix (Thermo Scientific). The fold enrichment of target genes in AGO2-immunoprecipitates (AGO2-IPs) over IgG-immunoprecipitates (IgG-IPs) was calculated as follows: ΔCT_AGO2-IP_=CT_input_−CT_AGO2-IP_, ΔCT_IgG-IP_=CT_input_−CT_IgG-IP_, ΔΔCT=ΔCT_AGO2-IP_−ΔCT_IgG-IP_; and fold enrichment=2^ΔΔCT^.

### MiRNA target identification and quantification system (MirTrap)

HAECs and mouse aortic ECs were co-transfected with miR-103-mimics and pMirTrap Vector using the Xfect MicroRNA Transfection Reagent in combination with Xfect Polymer for 24 h (all from Clontech). The pMirTrap Vector expressed a DYKDDDDK-tagged GW182 protein, which enabled locking of the miRNA/mRNA complex into the RISC^49^. After 24 h, ECs were harvested and washed in ice-cold × 1 phosphate-buffered saline (GE Healthcare Life Sciences), and then incubated in lysis buffer (MirTrap System, Clontech) supplemented with protease inhibitors (Complete Protease Inhibitor Cocktail Tablets; Roche). The cell lysates were centrifuged and part of the input RNA was extracted from the supernatant using the NucleoSpin RNA XS Kit (Macherey-Nagel GmbH & Co. KG). Anti-DYKDDDDK-conjugated magnetic beads were washed twice with lysis/wash buffer containing 1 mM dithiothreitol, 0.1 U μl^−1^ RNase inhibitor and protease inhibitors (Complete Protease Inhibitor Cocktail Tablets; Roche) and blocked for 3 h at 4 °C with 1.25 mg ml^−1^ tRNA solution and 1.25 mg ml^−1^ BSA. To immunoprecipitate the DYKDDDDK-tagged RISC complex, blocked anti-DYKDDDDK beads were incubated with the cell extract for 2 h at 4 °C. Immobilization of the precipitates and subsequent RNA isolation was performed using the NucleoSpin RNA XS Kit (Macherey-Nagel GmbH & Co. KG). Reverse transcription of input and IP samples were performed using a high-capacity cDNA reverse transcription kit (Life Technologies), followed by the amplification with gene-specific primers (Supplementary Table 3) using the SYBR Green PCR Master Mix (Thermo Scientific). The fold enrichment was calculated according to the manufacturer's protocol. Efficiency of transfection has been determined by performing a control transfection using miR-132-mimic, the pMirTrap Vector and the pMirTrap Control Vector, which express an AcGFP1 fluorescein protein containing a miR-132 target sequence. The efficient enrichment of AcGFP1 fluorescein protein in the RISC was confirmed and compared to that of a non-miR-132 target gene, such as *Lef1* mRNA transcript.

### Flow adhesion assay

Mono Mac6 cells (MM6; 0.5 × 10^6^ cells per ml) were labelled with calcein AM (1 μM) and, for some experiments, were treated with an antibody against C–X–C chemokine receptor type 2 (20 μg ml^−1^, clone 48311) or an isotype control IgG (20 μg ml^−1^, clone 20102; both from R&D Systems). HAECs were cultured in collagen-coated cell culture dishes (35 × 10 mm^2^; Becton Dickinson) and transfected with LNA-miR-103, miR-103 mimic, KLF4 target site blockers or scrambled controls for 24 h. MM6 cells were resuspended in medium containing 1 × Hank's Balanced Salt Solution (Life Technologies), 1 M HEPES (Thermo Scientific) and 0.5% bovine serum albumin, and then perfused in a parallel plate flow chamber over a confluent monolayer of HAECs at a flow rate of 0.1 ml min^−1^. Monocytic cell arrest on the endothelial monolayer was visualized by videomicroscopy at × 10 magnifications. After a 2-min observation period, cells adhering to the HAEC monolayer were counted in at least ten different microscopic view fields within 8 min.

### Enzyme-linked immunosorbent assay

The CXCL1 protein concentration was determined in HAEC cell lysates with the GRO/MGS ELISA Development Kit (PeproTech). The absorbances were measured at 450 and 405 nm, respectively, on a microplate reader (Tecan).

### Western blot analysis

HAECs were lysed in RIPA buffer (Sigma-Aldrich) including protease inhibitors (Complete Protease Inhibitor Cocktail, Roche). Cell lysates were resolved on SDS–PAGE gels and then transferred to nitrocellulose membranes. Proteins were detected using primary antibodies against KLF4 (1:1,000, EPR3550(2)ABC, Abcam), KLF2 (1:75, ab139699, Abcam) and GAPDH (1:1,000, clone 6C5, Millipore), and horseradish peroxidase (HRP)-conjugated secondary antibodies (1:1,000, Goat Anti-Mouse IgG HRP Affinity Purified PAb, R&D Systems; Goat Anti-Rabbit IgG HRP Affinity Purified PAb, Santa Cruz). Protein bands were visualized using an enhanced chemiluminescence detection system (ECL Advance, GE Healthcare Life Sciences) and an LAS 3000 Imager (Fuji Photo Film Co., Ltd.) and were quantified using Multigauge software (Fuji Photo Film). Intensities of the KLF4 and KLF2 bands were expressed as a percentage of those of the GAPDH bands.

### Statistical analysis

The miRNA real-time PCR array data were analysed using StatMiner 4.2 software (Integromics) and are presented as mean values. All other data represent the mean±s.e.m. Student's *t*-tests and one-way analysis of variance followed by the Newman–Keuls *post-hoc* test were used for statistical comparisons between groups using Prism 6 software (GraphPad Software Inc.). Sample size was estimated using StatMate software (GraphPad Software Inc.). *P*<0.05 was considered statistically significant.

## Additional information

**Accession codes:** The microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE53433 and GSE53435.

**How to cite this article:** Hartmann, P. *et al*. Endothelial Dicer promotes atherosclerosis and vascular inflammation by miRNA-103-mediated suppression of KLF4. *Nat. Commun.* 7:10521 doi: 10.1038/ncomms10521 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-15, Supplementary Tables 1-3 and Supplementary Reference

## Figures and Tables

**Figure 1:**
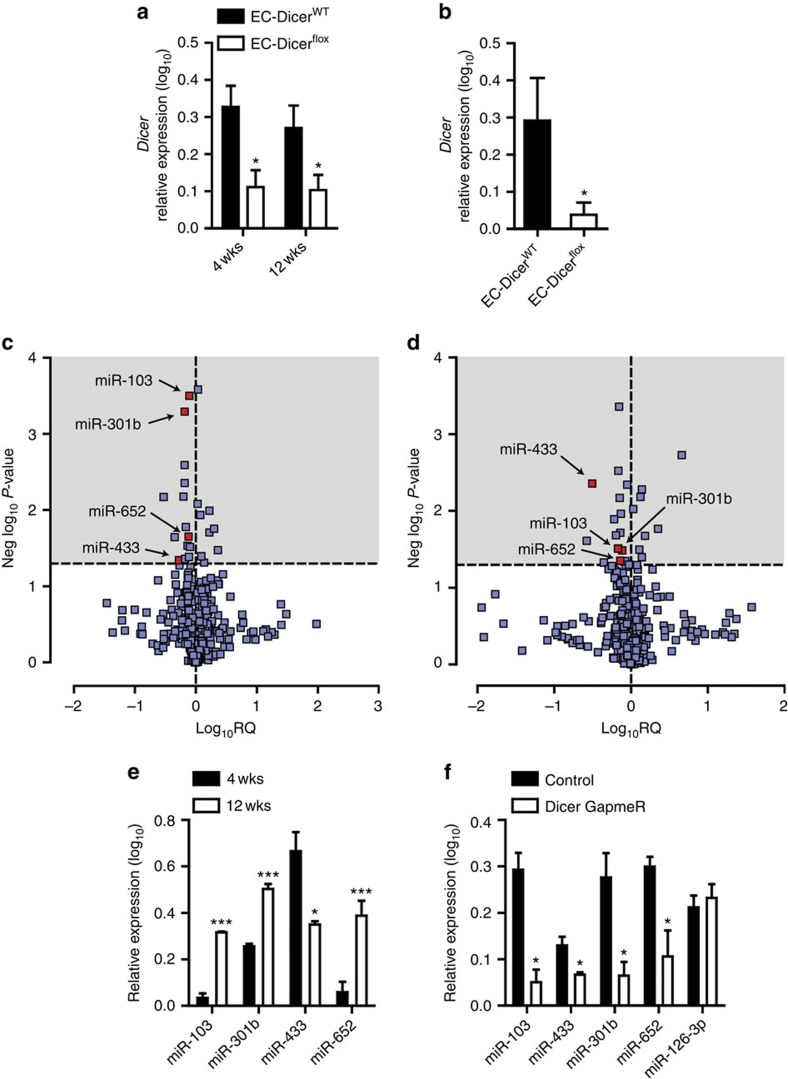
Effect of endothelial Dicer on miRNA expression during atherosclerosis. (**a**) Quantitative RT–PCR analyses of *Dicer* mRNA expression in the aortas from TMX-treated EC-Dicer^WT^ and EC-Dicer^flox^ mice fed a HFD for 4 or 12 weeks (wks; *n*=5 mice per group). (**b**) *Dicer* mRNA expression levels in aortic ECs isolated from EC-Dicer^WT^ and EC-Dicer^flox^ mice 2 weeks after TMX injection (*n*=3 per group). (**c**,**d**) Differentially expressed miRNAs (grey areas) in the aortas of EC-Dicer^flox^ mice compared with EC-Dicer^WT^ mice (*n*=3 mice per group) after exposure to a HFD for 4 (**c**) or 12 weeks (**d**). The expression profiles were determined using qRT–PCR arrays. RQ, relative quantification. (**e**) The expression levels of miR-103, miR-301b, miR-433 and miR-652 in the aortas of EC-Dicer^WT^ mice fed a HFD for 4 or 12 weeks (*n*=3 mice per group). (**f**) Quantitative RT–PCR analyses of miR-103, miR-301b, miR-433, miR-652 and miR-126-3p expression in human aortic ECs (HAECs) treated with Dicer-specific LNA-GapmeRs or non-targeting control LNA-GapmeRs (*n*=3–4 per group). The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05; **P<0.01 and ***P<0.001 by Student's *t*-test.

**Figure 2:**
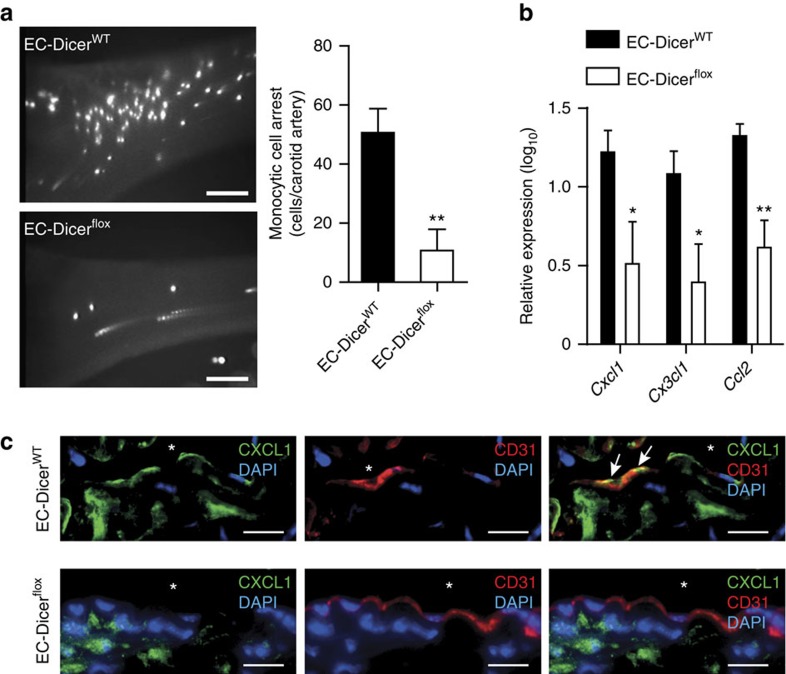
Role of endothelial Dicer in atherogenic monocyte adhesion. (**a**) *Ex vivo* perfusion assays showing monocytic cell arrest on the endothelia of the left carotid arteries of mice (*n*=4–5 mice per group) fed a HFD for 4 weeks. (**b**) Quantitative RT–PCR analyses of the mRNA expression levels of chemokines in carotid arteries of mice (*n*=3–4 mice per group) fed a HFD for 4 weeks. (**c**) Immunostaining of CXCL1 and the endothelial marker CD31 in carotid artery sections after 4 weeks of HFD feeding. Arrows indicate CXCL1 expressing ECs. Representative images of three independent experiments are shown. The nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI). Scale bars, 30 μm (**a**), 12 μm (**c**). Asterisks indicate the lumen. The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05 and **P<0.01 by Student's *t*-test.

**Figure 3:**
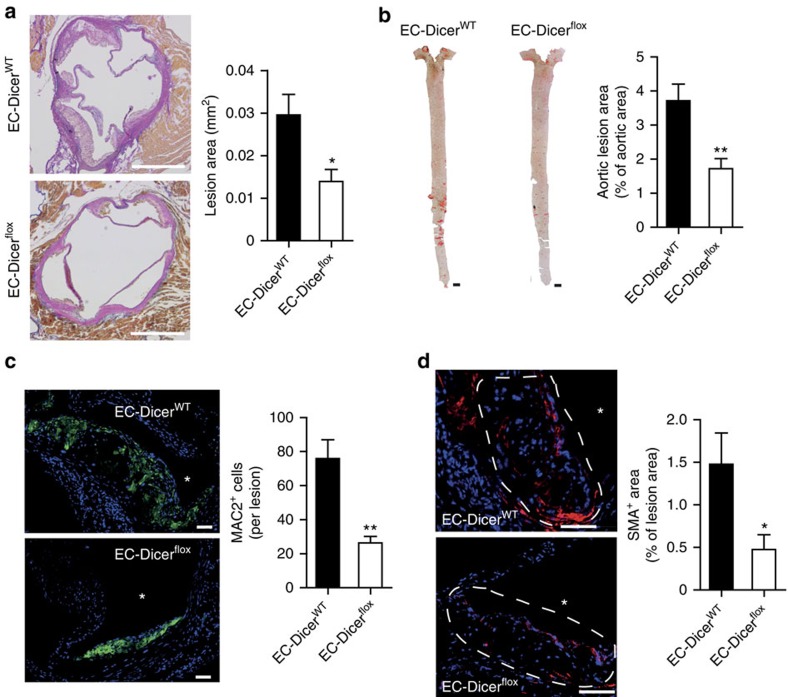
Loss of endothelial Dicer limits atherosclerosis. (**a**,**b**) Atherosclerotic lesion formation in mice fed a HFD for 12 weeks analysed in aortic root sections stained with elastic van Gieson stain (a; *n*=8 mice per group) and in *en face* prepared aortas stained with Oil red O stain (b; *n*=9–10 mice per group). (**c**,**d**) Macrophage and smooth muscle cell accumulation in aortic root lesions determined by immunostaining of MAC2 (**c**, green; *n*=7–9 mice per group) and smooth muscle actin (**d**, red; *n*=8 mice per group), respectively. The nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI; blue). Scale bars, 500 μm (**a**), 50 μm (**c**,**d**) and 1 mm (**b**). Asterisks indicate the lumen. Dashed lines encircle atherosclerotic lesions. The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05 and **P<0.01 by Student's *t*-test.

**Figure 4:**
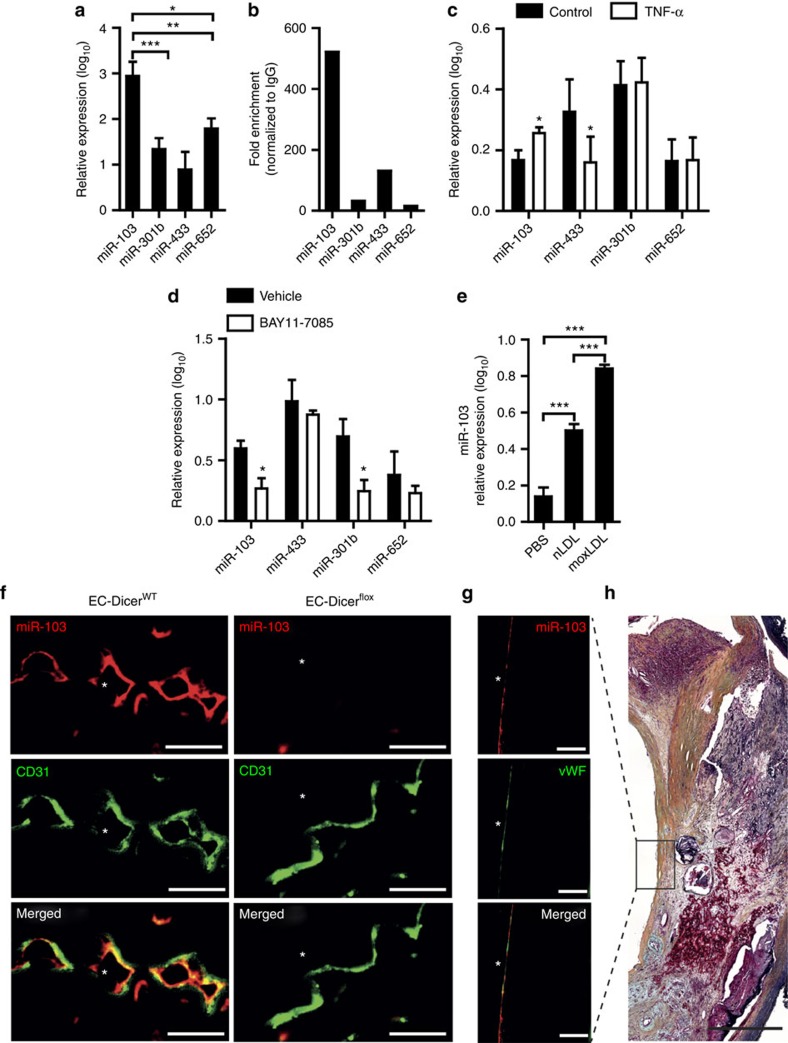
Expression of miR-103 in ECs during atherosclerosis. (**a**,**b**) The expression levels of miR-103, miR-301b, miR-433 and miR-652 (a; *n*=5 per group) and their enrichment in AGO2-IPs of human ECs (**b**). The results of **b** are expressed as the fold enrichment of miRNAs in AGO2-IP samples compared with control IgG-IP samples. Results of one representative experiment are shown in **b**. (**c**) Quantitative RT–PCR analyses of the expression levels of miR-103, miR-301b, miR-433 and miR-652 in HAECs with and without TNF-α stimulation (*n*=3–4 per group). (**d**) MiRNA expression level in HAECs treated with vehicle or the NF-κB-inhibitor BAY11-7085 (*n*=4–5 per group). (**e**) Expression levels of miR-103 in HAECs treated with PBS, native low-density lipoprotein (nLDL) or mildly oxidized-low-density lipoprotein (moxLDL; *n*=4 per group). (**f**) Combined *in situ* PCR detection of miR-103 and immunostaining of the endothelial marker CD31 in carotid sections from EC-Dicer^WT^ and EC-Dicer^flox^ mice fed a HFD for 4 weeks. Representative images of three independent experiments are shown. (**g**) Endothelial miR-103 expression in human atherosclerotic plaques determined by *in situ* PCR and immunostaining of von Willebrand factor (vWF). (**h**) Movat's pentachrome staining of a human atherosclerotic plaque section located adjacent to that used for the *in situ* detection of miR-103. The region of the plaque used for miR-103 expression analysis is indicated. Scale bars, 12 μm (**f**), 25 μm (**g**) and 500 μm (**h**). Asterisks indicate the lumen. The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05, **P<0.01 and ***P<0.001 by Student's *t*-test and one-way analysis of variance.

**Figure 5:**
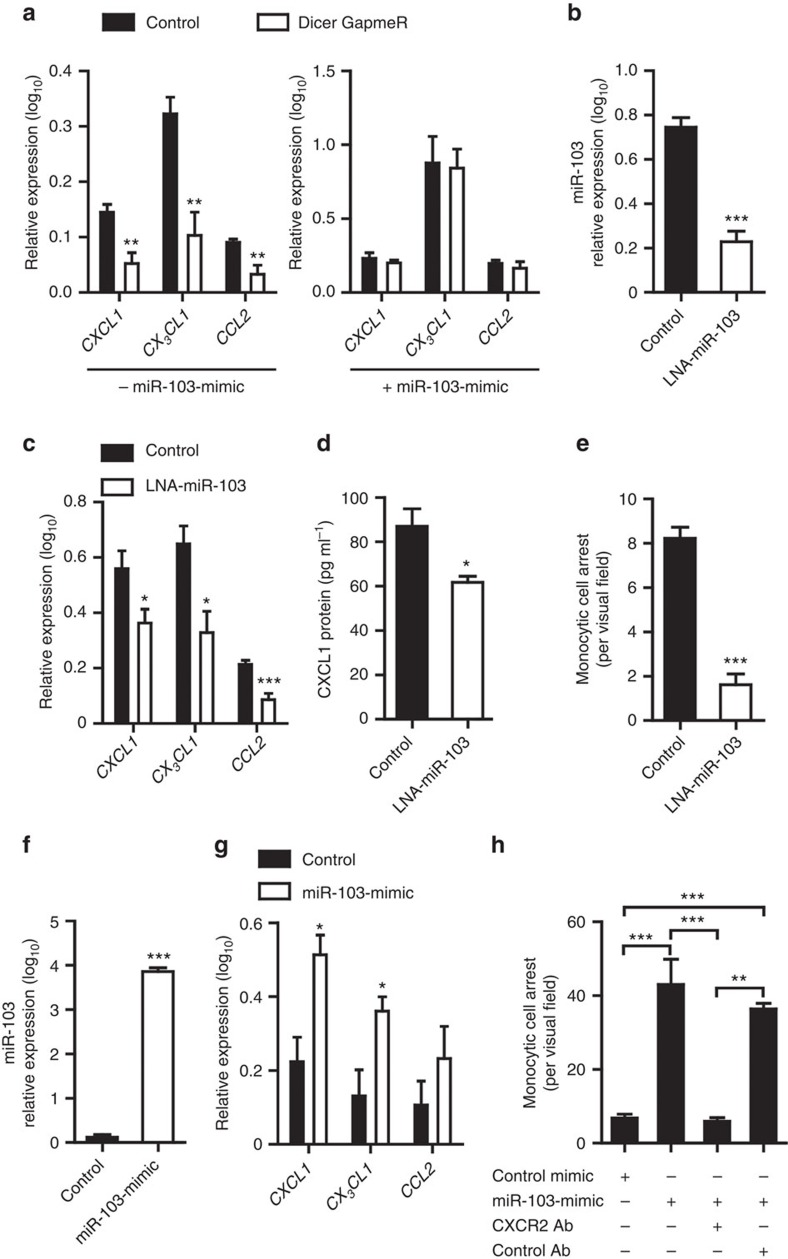
Effects of miR-103 on chemokine expression in ECs and monocyte adhesion. (**a**) Chemokine mRNA expression in HAECs treated with Dicer-specific LNA-GapmeRs or control LNA-GapmeRs with (right) or without (left) miR-103-mimic treatment (*n*=4–6 per group). (**b**,**c**) Quantitative RT–PCR analyses of miR-103 (**b**) and chemokine mRNA (**c**) expression levels in HAECs (*n*=5–6 per group) treated with LNA-inhibitors of miR-103 or non-targeting LNA-oligonucleotides. (**d**) ELISA of CXCL1 protein expression in HAEC lysates (*n*=3–4 per group) with and without miR-103 inhibition. (**e**) Flow chamber assays to determine monocyte adhesion to HAECs treated with LNA-inhibitors of miR-103 or control oligonucleotides (*n*=3 per group). (**f**,**g**) The expression of miR-103 (**f**) or chemokine mRNAs (**g**) in HAECs treated with miR-103-specific or negative control mimics (*n*=3–4 per group). (**h**) Adhesion of monocytes to HAECs treated with miR-103-mimics or control oligonucleotides under flow conditions. Monocytic cells were pretreated with or without an antibody to block CXCR2 or non-targeting control IgG (*n*=3 per group). The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05, **P<0.01 and ***P<0.001 by Student's *t*-test (**b**–**d**) and one-way analysis of variance (**a**,**e**).

**Figure 6:**
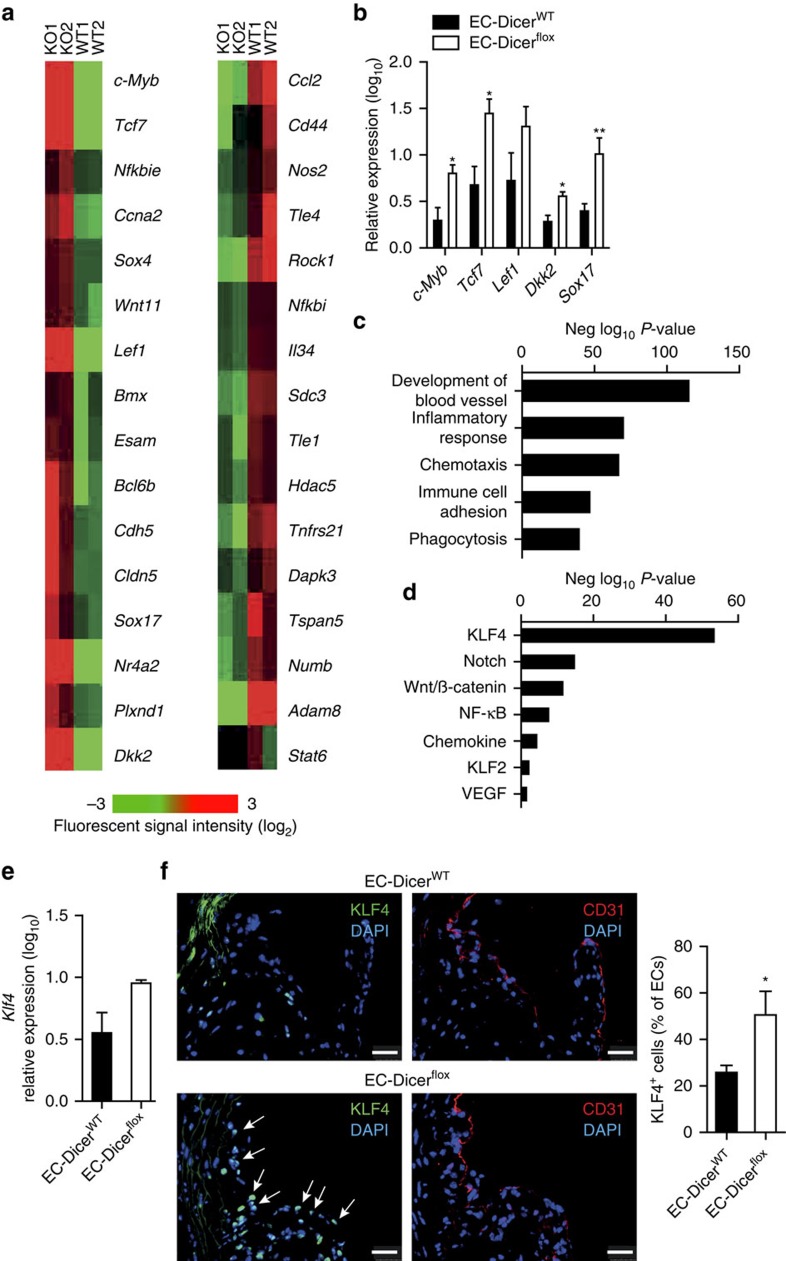
Effect of endothelial Dicer deletion on arterial gene expression. (**a**) Heat map of genes differentially expressed in the aortas of EC-Dicer^flox^ mice compared with EC-Dicer^WT^ mice (*n*=2 mice per group; *P*<0.05; fold change cutoff=1.2) after 12 weeks HFD feeding. (**b**) Quantitative RT–PCR analyses of the *c-Myb, Tcf7, Lef1, Dkk2* and *Sox17* expression levels in the aortas of EC-Dicer^WT^ and EC-Dicer^flox^ mice after 12 weeks HFD feeding (*n*=4–7 mice per group). (**c**,**d**) Significant enriched biological processes (**c**) and signalling pathways (**d**) among the genes differentially regulated in EC-Dicer^flox^ mice as compared with EC-Dicer^WT^ mice using Ingenuity Pathway Analysis software. (**e**) Quantitative RT–PCR analyses of *Klf4* mRNA expression in the aortas of EC-Dicer^WT^ and EC-Dicer^flox^ mice after 12 weeks of HFD feeding (*n*=4 mice per group). (**f**) KLF4^+^ ECs in aortic root sections of EC-Dicer^WT^ and EC-Dicer^flox^ mice identified by immunostaining of KLF4 and the endothelial marker CD31. The arrows indicate ECs with nuclear KLF4 staining. The nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI). Representative images are shown (*n*=3–4 mice per group). Scale bar, 25 μm. The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05; **P<0.01 by Student's *t*-test.

**Figure 7:**
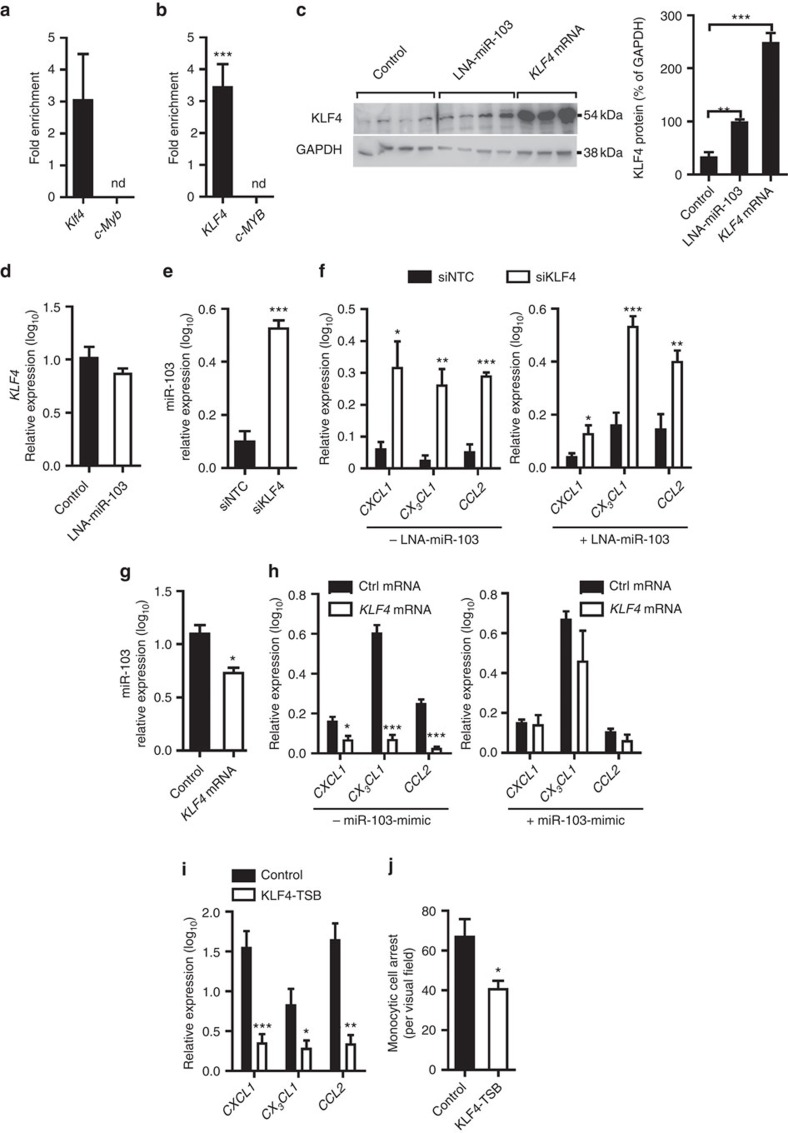
miR-103 promotes inflammatory activation of ECs by targeting KLF4. (**a**,**b**) Enrichment of *Klf4* and *c-Myb* transcripts in the miRNA-induced silencing complex (RISC) of mouse aortic ECs (**a**) and human aortic ECs (HAECs, **b**) treated with miR-103-mimics as determined by GW182-IP. The results are expressed as the fold enrichment of the mRNAs in GW182-IP samples compared with the input samples. Results of two independent experiments are shown. ND indicates not detected. (**c**) Immunoblot analyses of KLF4 protein expression in HAECs treated with LNA-inhibitors of miR-103, non-targeting control LNA-oligonucleotides or premade *KLF4* mRNA (*n*=3–4 per group). The KLF4 protein levels were normalized to those of GAPDH. Full scans of western blots are provided in Supplementary Fig. 14. (**d**) *KLF4* mRNA levels in HAECs treated with LNA-inhibitors of miR-103 or control LNA-oligonucleotides (*n*=4–5 per group). (**e**) MiR-103 expression after silencing KLF4 using siRNA (siKLF4) in HAECs. A non-targeting siRNA (siNTC) was used in the control group (*n*=4–5 per group). (**f**) The expression of *CXCL1*, *CX*_*3*_*CL1* and *CCL2* after silencing KLF4 (siKLF4) in HAECs treated with (right) or without (left) LNA-inhibitors of miR-103 (*n*=4–5 per group). siNTCs were used in the control group. (**g**,**h**) The effect of transfection with *GFP* mRNAs (Ctrl) or premade *KLF4* mRNAs on miR-103 (**g**) and chemokine expression (**h**) in HAECs treated with (**h**, right) or without (**g**; **h**, left) miR-103-mimics (*n*=3–5 per group). (**i**) Expression of *CXCL1*, *CX*_*3*_*CL1* and *CCL2* in HAECs treated with LNA-oligonucleotides (KLF4-target site blockers; KLF4-TSBs) designed to inhibit the interaction between miR-103 and the 3′UTR of KLF4 (*n*=6 per group). Non-targeting LNA-oligonucleotides were used in the control group. (**j**) Flow chamber assays to determine monocyte adhesion to HAECs treated with KLF4-TSBs or non-targeting oligonucleotides (*n*=4 per group). The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05, ** *P*<0.01 and *** *P*<0.001 by Student's *t*-test (**a**,**b**,**d**–**j**) and one-way analysis of variance (**c**).

**Figure 8:**
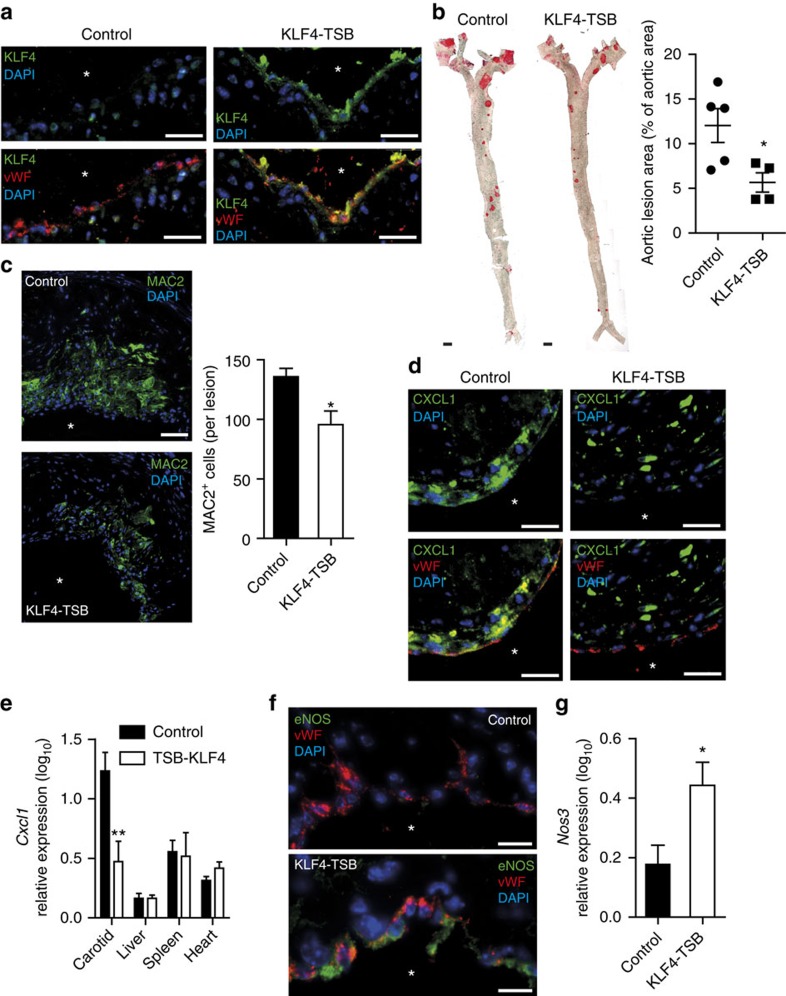
Inhibition of the interaction between miR-103 and KLF4 limits atherosclerosis. (**a**) Immunostaining of KLF4 and von Willebrand factor (vWF) in aortic root sections of *Apoe*^*−/−*^ mice treated with KLF4-TSBs or non-targeting LNA-oligonucleotides (control). Representative images are shown. Atherosclerosis (**b**) quantified in Oil red O-stained, *en face* prepared aortas and the lesional macrophage cell number (**c**) determined by MAC2 immunostaining in aortic root lesions from *Apoe*^*−/−*^ mice treated with KLF4-TSBs or control oligonucleotides (*n*=4–6 mice per group). (**d**) Dual immunostaining of CXCL1 and vWF in aortic root sections of *Apoe*^*−/−*^ mice treated with KLF4-TSBs or control oligonucleotides. (**e**) The expression levels of *Cxcl1* in the carotid, liver, spleen and heart of KLF4-TSB-treated *Apoe*^*−/−*^ mice compared with control mice (*n*=4–7 mice per group). (**f**) Dual immunostaining of eNOS and vWF in aortic root sections of *Apoe*^*−/−*^ mice treated with KLF4-TSBs or control oligonucleotides. (**g**) *Nos3* mRNA expression in the carotid arteries of KLF4-TSB-treated *Apoe*^*−/−*^ mice compared with control mice (*n*=5–6 mice per group). The nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI). Asterisks indicate the lumen. Representative images of three independent experiments are shown. Scale bars, 10 μm (**f**), 25 μm (**a**,**d**), 50 μm (**c**) and 1 mm (**b**). The data are represented as the mean±s.e.m. of the indicated number (*n*) of repeats. *P<0.05 and **P<0.01 by Student's *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

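MiRNAs of the aorta were measured after 4 weeks of HFD in 3 EC-Dicer flox and 3 EC-Dicer WT mice with TaqMan MicroRNA array cards. According to the paper's methods, total RNA was reverse-transcribed and pre-amplified with the rodent Megaplex pools and run on microfluidic cards. The authors deposited CT values of each assay, which are on a log2-like scale, not normalized, and listed at 40 where no signal was seen; how the threshold and the baseline were set is not stated in the paper's text. The 6 columns of the table were assigned to samples by their names, which are those of the samples' labels, and 0 columns of sample values were left unused. The labels describe the mice as male and the paper describes the mice as female; no result here uses the sex.

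The sample sets were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, which estimated a prior of 1.31 degrees of freedom). CT values were normalized to the mean of U6 and snoRNA135 (4 values), and the log2 fold change is minus the difference in delta CT. P-values were adjusted by the Benjamini-Hochberg method over the 461 miRNAs with a CT under 40 in at least 1 sample. Single values were compared by exact permutation of the 6 samples (20 arrangements, two-sided, smallest p of 0.1), and lists of miRNAs by fry and camera of limma. The tests were checked on simulated data with 200 changed miRNAs. The precision rests on the number of arrays, 3 per group.

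The settings, the lists (fast and slow turnover, miRNAs between Dlk1 and Dio3, and miRNAs of leukocytes, smooth muscle, striated muscle and ECs) and the alternatives were chosen before the data were examined, apart from those named here. The miRNAs reported are every detected miRNA named in the paper's text, in part as a summary. The supplementary tables were not read here. Reported too are the 3 miRNAs with the smallest unadjusted p-value among the lower and among the higher. The alternatives chosen then were: undetermined wells left missing (at least 2 values per group), CT values above 35 set to 35, miRNAs with a CT under 40 or under 35 in all samples only, other control RNAs, the mean or median of all miRNAs as the reference, an ordinary linear model without moderation, a trend with robust moderation, the replicate number as a block, and leaving out each sample in turn. Rat assays were to be included if listed, and 0 were listed. Controls of the same card were planned for the case that the table names the card; it does not, and the cards were taken from the style of the assay numbers after the table was seen.

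After the results had been seen and compared with Fig. 1c, a further set of 248 fits was run: each of the 31 subsets of 5 control RNAs, pooled or of the same card, with or without the block, with limma or the ordinary model. It is reported as a whole, and no setting was taken from it as the main setting of the results at the claims. The differences within pairs of the same replicate number, the means of the turnover lists over the 62 combinations of control RNAs and card, and the comparison of 4 miRNAs with the range of the per-sample medians, in the main setting and over these combinations, were also added after the results had been seen.

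Samples of the same replicate number deviated together: over 350 miRNAs, the correlation of the deviations from the group means was 0.150, 0.224 and 0.431 for numbers 1, 2 and 3, each over 0.1, which was the rule set for pairing. Samples of different numbers reached 0.285 (EC-Dicer flox replicate 1 with EC-Dicer WT replicate 2) and 0.117 (EC-Dicer flox replicate 2 with EC-Dicer WT replicate 1), so that the numbers set apart replicate 3 more than they part replicates 1 and 2. Neither the paper nor the labels say that a number marks a shared litter or day. No pair of samples of a group held identical values. The 12-week arrays, the measurements in cultured ECs and the gene expression arrays were not analysed here.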

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

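The test of this result was set after the wells of miR-804 had been seen. The paper's text does not discuss miR-804, and the supplementary tables were not read here. MiR-804 was at a CT of 40 in all 3 EC-Dicer WT samples and at 32.2, 32.9 and 37.0 in the EC-Dicer flox samples. This is a log2 fold change of at least 6.09 with the limit at 40. MiR-804 was picked out because a signal appeared in EC-Dicer flox and not in the control mice. Its adjusted p-value was 0.508 (limma). With CT values above 35 set to 35, which censors EC-Dicer flox replicate 3 as well, the fitted log2 fold change was 1.77. Wells near the limit that fail at random would split some miRNAs completely by group: of the 21 miRNAs under the limit in exactly 3 samples, 10% or 2.1 are expected to do so and 1 did, which is this miRNA, so that the number of such miRNAs is no larger than chance gives. The wells at 32.2 and 32.9 are the ones farthest from the limit. A biological difference between the genotypes stays open and was not tested further, and no second measurement of miR-804 was analysed here.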

How the results depend on the processing

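The log2 fold changes of miR-103, miR-301b, miR-433 and miR-652 stayed below 0 in the 14 alternatives, among them the same-card controls chosen after seeing the data, and in the 6 fits that each left out 1 sample. Over the 14 alternatives they ranged from -0.309 to -0.0645 for miR-103, from -0.51 to -0.27 for miR-301b, from -0.91 to -0.66 for miR-433 and from -0.314 to -0.0695 for miR-652. MiR-103, miR-652 and miR-107 did not reach an unadjusted p-value under 0.05 in any of these. MiR-301b reached it with the ordinary linear model (-0.35, unadjusted p-value of 0.00697; over the alternatives 0.00697 to 0.534), where only the estimate of the spread differs. Across the fits that each left out 1 sample, miR-103 ranged from -0.19 to -0.0988, miR-301b from -0.40 to -0.30, miR-433 from -1.02 to -0.51 and miR-652 from -0.27 to -0.022 (the last without EC-Dicer WT replicate 1); miR-433 reached an unadjusted p-value under 0.05 without EC-Dicer flox replicate 3. MiR-107 ranged from -0.999 to 0.046 across these fits, above 0 without EC-Dicer flox replicate 3, although it was lower in 3 of 3 pairs of the same replicate number. The difference between miR-103 and miR-107 ranged from -0.20 to 0.81 cycles, below 0 without the same sample.

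The number of lower miRNAs was 14 with snoRNA202 alone, 6 with U6 alone, and between 7 and 12 when 1 sample was left out. The number of higher miRNAs was 3 with U6 alone, 14 with the ordinary linear model, 8 with trend and robust moderation, and between 4 and 10 when 1 sample was left out, with 10 without EC-Dicer flox replicate 1, 8 without EC-Dicer flox replicate 2 and 9 without EC-Dicer flox replicate 3. The number at an adjusted p-value under 0.05 was between 0 and 2 in these fits, with 2 without EC-Dicer flox replicate 1 and 1 without EC-Dicer flox replicate 3. The causes were not tested.

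With the replicate block, 11 miRNAs were lower and 4 higher, and the unadjusted p-value of miR-433 was 0.052. Under the block, the leukocyte list (-0.40, fry p-value of 0.162) and miR-669n (0.0789) no longer had a p-value under 0.05, and the camera p-values with the preset correlation rose past 0.05 for the leukocyte (0.158), endothelial (0.0799) and slow turnover (0.0697) lists. It changed no other call of limma for the 33 named miRNAs, nor of fry or camera for the lists.

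The median log2 fold change of all miRNAs was -0.012 with all endogenous control RNAs and -0.058 with snoRNA202 alone, and from -1.67e-04 to 0.18 when 1 sample was left out (lowest without EC-Dicer flox replicate 2). The list of leukocyte miRNAs (-0.40, fry p-value of 0.0428) was no longer past the threshold with all endogenous control RNAs (-0.52), U6 alone (-0.32), snoRNA135 alone (-0.49), the mean of all miRNAs (-0.38), the ordinary linear model and trend and robust moderation (both -0.40), nor in the fits without 1 sample (-0.52 to -0.28) except without EC-Dicer WT replicate 2. The list of endothelial miRNAs passed it with the mean (0.65) and the median (0.65) of all miRNAs and without EC-Dicer flox replicate 2 (0.37), and ranged from 0.37 to 0.77 when 1 sample was left out. The smooth muscle list passed it with U6 alone (0.28) and ranged from -0.082 to 0.33, below 0 without EC-Dicer flox replicate 3. The striated muscle list ranged from 0.13 to 0.46, past the threshold without EC-Dicer flox replicate 1 (0.46). The miRNAs between Dlk1 and Dio3 passed it with all endogenous control RNAs (-0.58, fry p-value of 0.0463; over the alternatives 0.0463 to 0.686), and their mean was -0.18 without EC-Dicer flox replicate 3 and -0.68 without EC-Dicer flox replicate 1. The difference between U6 and snoRNA135 ranged from -0.14 to 0.62 cycles when 1 sample was left out, below 0 without EC-Dicer flox replicate 2 and without EC-Dicer WT replicate 3. MiR-10a ranged from -1.50 to 0.35 in these fits, above 0 without EC-Dicer WT replicate 3. Of the other single miRNAs named, miR-126-5p came under an unadjusted p-value of 0.05 in 4 settings: the mean (0.0274) and the median (0.0403) of all miRNAs, trend and robust moderation (0.0326) and without EC-Dicer flox replicate 3 (0.0469). MiR-146a and let-7c did so with the ordinary linear model. MiR-669n lost it in 7 settings, miR-142-5p in 1 (U6 alone) and miR-380-3p in 1 (CT values above 35 set to 35). The causes were not tested. The alternative with rat assays gave no value, since 0 are listed.

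In the 248 combinations of control RNAs, card, block and moderation, which were chosen after seeing the data, between 3 and 29 miRNAs were lower, between 1 and 16 were higher and at most 1 passed an adjusted p-value of 0.05. Block and moderation leave the estimates as they are; over the 62 combinations of control RNAs and card, miR-103, miR-301b, miR-433 and miR-652 were lower in all. Of the 248 fits, 32 gave miR-103 an unadjusted p-value under 0.05, 66 miR-301b, 91 miR-433 and 28 miR-652, and 115 gave it to none of the 4. The lowest value of miR-433 was -1.20.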

Differences from the paper's values

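At 4 weeks, 9 miRNAs were lower in EC-Dicer flox mice against the paper's 14, and 5 were higher against the paper's 9. Of the alternatives set before the data were examined, the number of lower miRNAs came within 1.5 times the paper's with undetermined wells left missing (11), CT values above 35 set to 35 (10), a CT under 40 in all samples (11), all endogenous control RNAs (11), snoRNA202 alone (14, the paper's number), the median of all miRNAs (10), the ordinary linear model (10), the replicate block (11), and without EC-Dicer flox replicate 1, 2 or 3 (12, 11 and 10) or EC-Dicer WT replicate 2 (11), and not with the others. The number of higher miRNAs did so with CT values above 35 set to 35 (7), the mean or median of all miRNAs (7 each), trend and robust moderation (8), without EC-Dicer flox replicate 1, 2 or 3 (10, 8 and 9, the last the paper's number) and without EC-Dicer WT replicate 1 (6), and not with the others. In the set of 248 fits chosen after seeing the values, 0 gave both of the paper's numbers, 25 gave its number of lower miRNAs (snoRNA202 alone among them; 10 of 62 with limma and the block, 5 of 62 with limma, 4 of 62 with the ordinary model and the block, 6 of 62 with the ordinary model) and 3 gave its number of higher miRNAs, all with the ordinary model: U6 with snoRNA135 of the same card, U6 with U87 pooled and with the block, and U6 with snoRNA135 and snoRNA202 of the same card and with the block. The fits with 14 lower miRNAs were, with limma and the block, snoRNA135 pooled, U6 with snoRNA135 and snoRNA202 pooled, U6 with snoRNA135, U87 and Y1 both pooled and of the same card, and of the same card U6 with U87, snoRNA135 with U87, U6 with snoRNA135 and Y1, snoRNA135 with snoRNA202 and U87, U6 with snoRNA135, snoRNA202 and Y1, and all 5 control RNAs. With limma and no block they were snoRNA202 pooled, snoRNA202 with Y1 pooled, and of the same card U6 with snoRNA202 and Y1, snoRNA202 with U87 and Y1, and U6 with snoRNA202, U87 and Y1. With the ordinary model and the block they were snoRNA202 pooled, snoRNA202 with U87 pooled, U6 with snoRNA202 and Y1 pooled, and snoRNA135 with snoRNA202 and U87 of the same card. With the ordinary model and no block they were snoRNA135 with snoRNA202 and Y1 pooled, snoRNA202 with U87 and Y1 pooled, snoRNA135 with snoRNA202, U87 and Y1 pooled, and of the same card snoRNA202 with U87, snoRNA135 with snoRNA202 and U87, and all 5 control RNAs.

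On the log10 scale of Fig. 1c, miR-103 was at -0.0445 against about -0.11 in Fig. 1c, read by eye, and miR-301b at -0.106 against about -0.19 in Fig. 1c, read by eye. Of the alternatives set before the data were examined, snoRNA202 alone brought miR-103 to -0.093, with an SD of 0.0314 against 0.0286 with U6 and snoRNA135. It brought miR-301b to -0.154 (SD 0.0327), closer to the paper's value but not within the spread of the replicates. With all endogenous control RNAs (-0.0792 and -0.14) and snoRNA135 alone (-0.0696 and -0.131) both values were closer to the paper's, and with U6 alone (-0.0194 and -0.0804) farther from it; these 3 lay within the spread of the replicates only because that spread rose, for miR-103 to 0.0868, 0.12 and 0.128 and for miR-301b from 0.0263 to 0.0951, 0.131 and 0.115. The other alternatives did not come within it. In the 248 fits chosen after seeing the values, 140 for miR-103 and 76 for miR-301b came within the spread of the replicates under U6 and snoRNA135, with log10 fold changes from -0.181 to -0.0194 and from -0.242 to -0.0804.

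The minus log10 p-value of miR-103 was 0.273 against about 3.5 in Fig. 1c, read by eye, that of miR-301b was 0.767 against about 3.3 in Fig. 1c, read by eye, and that of miR-652 was 0.246 against about 1.6 in Fig. 1c, read by eye. None of the alternatives set before the data were examined closed these gaps. In the 248 fits chosen after seeing the values, 3 came within 1.5 times the paper's value for miR-103, all with the ordinary model: snoRNA202 of the same card; U6, snoRNA135 and snoRNA202 pooled with the block; and U6, snoRNA135, snoRNA202 and U87 of the same card with the block. For miR-301b, 18 fits did so and for miR-652, 34 fits, all with the ordinary model, 4 and 15 of them with the block. For miR-301b all 18 were of sets that hold snoRNA202 or hold U6 with Y1 or U87, and for miR-652 all 34 were of sets that hold snoRNA202 or Y1.

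The paper calls miR-103, miR-301b, miR-433 and miR-652 downregulated at 4 weeks, and none of them passed an unadjusted p-value of 0.05 here. Under the alternatives set before the data were examined, changed 1 at a time, miR-301b did so with the ordinary linear model and miR-433 without EC-Dicer flox replicate 3. With U6 and snoRNA135 pooled over the cards, the ordinary model and the block, a combination chosen after seeing the values, miR-103 (0.0145), miR-301b (0.0441) and miR-433 (0.0292) did so and miR-652 (0.336) did not, with 10 lower and 12 higher miRNAs. In the set of 248 fits chosen after seeing the values, miR-103 did so in 20 of 62 fits with the ordinary model and the block and 12 of 62 with the ordinary model, miR-301b in 25, 35, 1 and 5 of 62 (ordinary with block, ordinary, limma with block, limma), miR-433 in 43, 4, 43 and 1, and miR-652 in 13, 15, 0 and 0. All 4 did so together in 7 of the 248, each with the ordinary model, the block and controls of the same card: snoRNA135 with snoRNA202; snoRNA202 with Y1; U6 with U87 and Y1; snoRNA135 with snoRNA202 and Y1; U6 with snoRNA135, U87 and Y1; U6 with snoRNA202, U87 and Y1; and all 5 control RNAs. The paper states that miR-107 was not affected; it had no unadjusted p-value under 0.05 here, its estimate was lower than that of miR-103, and in 8 of the 248 fits it passed that threshold.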

Other observations

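The tests of the 4 miRNAs together and against a shift of all miRNAs, of the region around miR-433, of the leukocyte list and of the turnover lists were worded after values of their members had been seen; those of the other splits and of the star strands were set before.

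Of the 10 splits of the 6 samples into 3 and 3, 5 gave at least as many miRNAs at an unadjusted p-value under 0.05 as the 14 of the genotypes, between 5 and 44 miRNAs. The genotype split parts all 3 replicate numbers; among the 4 splits that do so it gave the most, against 5, 13 and 10 in the others. The 4 splits that set replicate 3 of both groups on the same side gave 44, 31, 30 and 15, more than the genotype split. With the replicate block, the genotype comparison gave 11 lower and 4 higher miRNAs. With 10 splits no share under 0.05 can be reached, so that the genotype cannot be told apart from other groupings of the samples by this number.

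Relative to the median of all miRNAs of the same sample, the mean of miR-103, miR-301b, miR-433 and miR-652 differed by -0.33 log2 units between EC-Dicer flox and EC-Dicer WT mice, with no overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest this design allows). The paper selected these miRNAs from the same samples, so that this is not independent evidence. A shift of all miRNAs against the control RNAs would lower the median of the 350 miRNAs by as much as these estimates. With U6 and snoRNA135, the per-sample median differed by -0.020 log2 units between the groups, and by -0.17 to 0.18 between single EC-Dicer flox and EC-Dicer WT samples. The estimates of miR-301b (-0.35) and miR-433 (-0.75) lie below this range, which argues against such a shift as their whole cause in this setting. Over the 62 combinations of control RNAs and card, each with its own estimates and medians, miR-433 lay below the range in 55 and miR-301b in 29, and neither did with U6 alone, where the medians of single samples lie farther apart. The estimates of miR-103 and miR-652 (both -0.15) lie within the range with U6 and snoRNA135, and below it in 7 and 8 of the combinations. By this range of single samples, a shift cannot be told apart from a change of the miRNA for these 2. Relative to the median of the same sample, both still differed by -0.13 log2 units, with overlap between the groups. The exact permutation tests gave a two-sided p = 0.2 for miR-103 and p = 0.5 for miR-652. A change with the genotype and the error of the single assays stay open for all 4.

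Replicate 3 of both groups had higher CT values than the other replicates for the 5 control RNAs and for the median miRNA. Against the mean of the other 2 arrays of its group, single wells stood far apart: miR-741 was at 25.6 in EC-Dicer WT replicate 3 and between 30.2 and 38.1 in the other samples, and miR-219 was at 25.0 in EC-Dicer flox replicate 3 and between 29.4 and 32.7 in the others. These were chosen after their values were seen, and no explanation was tested.

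MiR-433 lies between Dlk1 and Dio3 in the RefSeq gene table of GRCm38.p6, with 61 miRNA genes in this region. Of the 59 detected assays of the region, 38 had lower and 21 higher estimates, with a mean log2 fold change of -0.46 and a median of -0.13 (fry p-value of 0.206; camera p-value of 0.00724 with its preset correlation and 0.0924 with the estimated correlation). The mean was -0.18 without EC-Dicer flox replicate 3, -0.17 with only miRNAs under a CT of 40 in all samples and -0.16 with only miRNAs under 35 in all samples. Without miR-433, the other 58 had a mean of -0.46, a fry p-value of 0.249 and a camera p-value of 0.0121 with the preset and 0.124 with the estimated correlation. They include miR-380-3p, which had the smallest p-value of all lower miRNAs (-5.28, unadjusted p-value of 0.00421) and was under the limit in only 1 EC-Dicer flox sample. Whether the region shares a change stays open, since its members go both ways (37 lower and 21 higher without miR-433) and the set tests disagree.

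Of the leukocyte list, 2 of 3 members were lower: miR-142-5p was at -0.996 and miR-142-3p at -0.38. By their names these are strands of the same hairpin, as are both members of the endothelial list, so that they are not independent members. MiR-223, which had the lowest CT of the 3 (21.1 in both groups), was at 0.17. The list had a fry p-value of 0.0428, a camera p-value of 0.0411 with the preset and 0.111 with the estimated correlation. A smaller share of leukocytes in the aorta is a candidate explanation that these 3 assays leave open (2 of 3 lower); all 3 had a CT under 40 in all samples of the aorta of both groups. The smooth muscle list was at 0.19 (fry p-value of 0.504), the striated muscle list at 0.29 (3 detected members, fry p-value of 0.215) and the endothelial list at 0.63 (2 members, fry p-value of 0.0775, camera p-value of 0.0334 preset and 0.18 estimated); of these 2, miR-126-3p is also in the slow turnover list. The endothelial list was at 0.37 without EC-Dicer flox replicate 2, the smooth muscle list at -0.082 without EC-Dicer flox replicate 3, and the striated muscle list at 0.13 without EC-Dicer WT replicate 2 and 0.46 without EC-Dicer flox replicate 1. With U6 and snoRNA135 and all 6 samples at the limit of 40, no camera call with the preset correlation held with the estimated correlation. In other settings it held for the miRNAs between Dlk1 and Dio3: with CT values above 35 set to 35 (0.0106 preset, 0.048 estimated), with only miRNAs under a CT of 35 in all samples (0.0176 and 0.0494) and without EC-Dicer flox replicate 1 (6.54e-04 and 0.0473).

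Hypotheses on stability were tested within samples. The fast against the slow turnover list differed by -0.23 log2 units in the direction of a faster loss of the fast list (exact permutation test, two-sided p = 0.2), and it was lower in 2 of 3 pairs of the same replicate number (0.031, -0.47 and -0.24). The camera p-value of the slow list was 0.0392 with the preset and 0.194 with the estimated correlation, and its fry p-value was 0.109; the fast list had 0.0875, 0.431 and 0.212. In 29 hairpins with both strands under the limit in all samples, the star strand relative to the other strand differed by -0.41 log2 units, from -3.59 ± 0.222 (SD, n = 3) in EC-Dicer WT to -4.00 ± 0.274 (SD, n = 3) in EC-Dicer flox mice (exact permutation test, two-sided p = 0.2). This difference was -0.21 in the 25 hairpins with both strands under a CT of 35 in all samples (exact permutation test, two-sided p = 0.7) and -0.27 without EC-Dicer flox replicate 3. It was lower in 3 of 3 pairs of the same replicate number (-0.15, -0.20 and -0.88), for which an exact sign-flip test gives a two-sided p = 0.25, the smallest possible. These exact tests cannot decide on a faster loss of star strands or of miRNAs with a fast turnover. With 3 samples per group, neither test can reach a p-value under 0.05. Other tests of these within-sample differences were not run. Star strands and their partners can sit on different cards, which was not corrected.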
